# Transcriptional Programs Driving Shear Stress-Induced Differentiation of Kidney Proximal Tubule Cells in Culture

**DOI:** 10.3389/fphys.2020.587358

**Published:** 2020-10-30

**Authors:** Hyun Jung Park, Zhenjiang Fan, Yulong Bai, Qidong Ren, Youssef Rbaibi, Kimberly R. Long, Megan L. Gliozzi, Natalie Rittenhouse, Joseph D. Locker, Amanda C. Poholek, Ora A. Weisz

**Keywords:** kidney, proximal tubule, endocytosis, cell culture, shear stress

## Abstract

Cultured cell models are an essential complement to dissecting kidney proximal tubule (PT) function in health and disease but do not fully recapitulate key features of this nephron segment. We recently determined that culture of opossum kidney (OK) cells under continuous orbital shear stress (OSS) significantly augments their morphological and functional resemblance to PTs *in vivo*. Here we used RNASeq to identify temporal transcriptional changes upon cell culture under static or shear stress conditions. Comparison of gene expression in cells cultured under static or OSS conditions with a database of rat nephron segment gene expression confirms that OK cells cultured under OSS are more similar to the PT *in vivo* compared with cells maintained under static conditions. Both improved oxygenation and mechanosensitive stimuli contribute to the enhanced differentiation in these cells, and we identified temporal changes in gene expression of known mechanosensitive targets. We observed changes in mRNA and protein levels of membrane trafficking components that may contribute to the enhanced endocytic capacity of cells cultured under OSS. Our data reveal pathways that may be critical for PT differentiation *in vivo* and validate the utility of this improved cell culture model as a tool to study PT function.

## Introduction

Cells lining the kidney proximal tubule (PT) consistently recover ∼70% of water, sodium, chloride, and other solutes entering the tubule lumen as well as essentially all of the glucose and filtered proteins (Alan et al., 2015). To enable the extraordinary and rapidly adaptive transport and endocytic demands required for proper function in the face of frequent changes in glomerular filtration rate, PT cells maintain highly structured apical and basolateral plasma membrane domains, a capacious apical endocytic pathway, and highly efficient metabolic processing of lactose and fatty acid fuels (Christensen et al., 2012; Eshbach and Weisz, 2017). Dissecting the intricacies of PT function *in vivo* is challenged by the inaccessibility of this nephron segment as well as the multitude of neighboring cell types that influence renal responses to changes in flow. Conversely, studying PT function in cell culture has been hampered by the paucity of well-differentiated immortalized cell lines or primary cell culture models.

In terms of their similarity to PTs *in vivo*, opossum kidney (OK) cells currently represent the best *in vitro* model in which to study transport and endocytic functions of this nephron segment. When cultured on permeable supports, these cells differentiate into a polarized monolayer that retains expression of ion transporters and endocytic receptors essential for PT function (Malström et al., 1987; Gekle et al., 1996; Murer et al., 2000; Zhai et al., 2000). Physiologic regulatory mechanisms are also largely preserved in this cell line. For example, unlike other PT cell models, OK cells uniquely retain the regulatory cascade that directs sodium dependent phosphate transport in response to parathyroid hormone (Malmström and Murer, 1986). Moreover, OK cells internalize albumin and other filtered molecules with high efficiency compared to other PT cell lines and have been a useful model in which to study PT endocytosis (Gekle et al., 1995, 1996, 1997, 1998; Raghavan et al., 2014; Long et al., 2020; Ren et al., 2020).

Despite their utility, OK cells cultured under standard conditions do not fully recapitulate key aspects of PT structure and function. However, we recently determined that OK cells plated on permeable supports and exposed for 96 h to orbital shear stress (OSS, 146 rpm on a rotating shaker) were taller, proliferated more rapidly, and elaborated more microvilli compared with cells cultured under static conditions (Long et al., 2017). Moreover, numerous subapical vesicular and tubular structures were evident in cells cultured under OSS, consistent with a dramatic expansion of the apical endocytic pathway. Additionally, as *in vivo*, these cells developed elaborately folded basolateral membranes that surround mitochondria to provide enhanced surface area and energy for Na^+^/K^+^-ATPase-mediated sodium transport. Western blotting of cell lysates revealed two- to four-fold increases in the expression of Na^+^/K^+^-ATPase (α1 subunit), megalin, and Rab11a in cells exposed to OSS. Consistent with their high metabolic demands, cells exposed to OSS exhibited dramatically increased numbers of lysosomes and mitochondria compared with cells cultured under static conditions, and maintained significantly higher levels of adenine nucleotides, including ATP and NADH (Long et al., 2017).

We previously assembled the transcriptome of OK cells cultured on Transwell supports under static conditions (Eshbach et al., 2017). To identify transcriptional changes that lead to the remarkable differentiation we observed in cells exposed to OSS, we performed a time course RNASeq study using RNA isolated from OK cells exposed to OSS or maintained under static conditions for 0-96 h. Previous analysis of a subset of these data, together with biochemical and metabolomic approaches, revealed dramatic metabolic changes upon cell exposure to OSS, consistent with a shift from glycolytic to gluconeogenic metabolism characteristic of the PT *in vivo* (Ren et al., 2019). These changes likely reflect the increased cellular access to O_2_ when cells are cultured under OSS. Additionally, by comparing the spatial profile of Na^+^/K^+^-ATPase distribution and endocytic capacity across the radius of the permeable supports, we concluded that mechanosensitive stimuli also contribute to the enhanced PT functions of cells cultured under OSS (Ren et al., 2019). Here we performed a more comprehensive analysis of our RNASeq database to (1) identify the temporal sequence of pathways that induce OSS-mediated differentiation of OK cells; (2) identify ion transport and membrane trafficking proteins whose transcriptional expression correlates with enhanced PT morphology and function; and (3) compare the transcriptional profile of our optimally differentiated cell culture with that of microdissected rat PT nephron segments. Our data support the use of this cell culture model as a useful system in which to study the regulation of PT transport and membrane trafficking pathways.

## Materials and Methods

### Cell Culture and RNA Seq

Cell culture and RNA Seq were described in Ren et al. (2019). Briefly, 4 × 10^5^ wild type OK cells (RRID:CVCL_0472) were plated at superconfluence on 12 mm permeable supports in 0.5 mL apical and 1.5 mL basolateral DMEM/F12 medium (Sigma D6421) with 10% FBS (Atlanta Biologicals) and 5 mM GlutaMAX (Gibco). After 18 h (*t* = 0 h), a subset of the filters were transferred to an orbital platform shaker rotating at 146 rpm (OSS) and the incubation continued. Cells were collected using Accutase (BD Biosciences) and RNA was extracted using the Ambion PureLink RNA mini kit (Thermo Fisher Scientific) at 12, 48, and 96 h after transferring cells to OSS and at 0, 48, and 96 h from cells maintained under static conditions. RNA from three experiments was combined to create each sample, and three independent samples were sequenced for each time point. Library preparation was performed using the TruSEQ Stranded Total RNA Sample Preparation Kit (Illumina) according to manufacturer’s instructions. Following removal of ribosomal RNA, the remaining RNA was fragmented for 8 min, followed by reverse transcription. Double stranded cDNA was subjected to 3′ adenylation and ligation of sequencing adapters. Sequencing was carried out on a NextSeq 500 (Illumina) to generate 75 bp paired-end reads. An average of 80 million paired reads were analyzed per sample. Raw sequence reads were trimmed of adapter sequences using cutadapt (Martin, 2011) and mapped to the *Monodelphis domestica* reference genome (MonDom5) using TopHat2 (Kim et al., 2013), allowing for a base-pair mismatch value of 6. Prior to calculating raw count values with the Subread package feature Counts (Liao et al., 2014), reads aligned to mitochondrial genes and ribosomal RNA were removed. Heat maps and comparison of membrane trafficking protein expression was performed after normalizing the dataset to account for differences in total reads. Sequencing files have been deposited in GEO (GSE155315) and normalized gene quantification for all samples is provided in Supplementary Table 1.

### Albumin Uptake and Fluorescence Staining

Opossum kidney cells cultured on permeable supports for 0h or for 96h under OSS or static conditions were incubated with 40 μg/mL apically added AlexaFluor-647 albumin (Invitrogen A34785) for 15 min, then washed twice in warm PBS/+Ca^2+^/+Mg^2+^ (Sigma D8662) and fixed in 4% paraformaldehyde in 100 mM sodium cacodylate for 15 min at ambient temperature. After two washes in PBS, filters were quenched (PBS, 20 mM glycine, and 75 mM ammonium chloride) for 5 min. Filters were blocked with PBS, 1% BSA, and 0.1% saponin for 30 min and incubated for 30 min with Rhodamine Phalloidin (Cytoskeleton, PHDR1) diluted in wash buffer [PBS, 0.5% BSA, and 0.025% (v/v) saponin]. Filters were washed three times in wash buffer and mounted onto glass slides with ProLong Gold antifade reagent (Molecular Probes, P36935). Filters were imaged on a Leica TCA SP5 confocal microscope using the PL APO CS × 63 objective. Images were collected and processed using identical conditions. Maximum projections of representative fields are shown.

### Condition-Stratified Differential Expression Analysis

In 18 samples in our data, we retained the genes with CPM (counts per million) greater than 1 in at least 6 samples. Then, we stratified the samples by biological condition, OSS or static. In each stratum, we normalized the library size using scaling factors calculated by a trimmed mean of M-values (TMM) between each pair of samples, which is implemented by edgeR. Then, with the normalized data, we fit a generalized linear model to identify differentially expressed genes. The only predictor in our model is time point, and the dispersion parameter is estimated using quantile-adjusted conditional maximum likelihood (qCML) method, which is also implemented by edgeR. The contrasts are made along the time series (start vs. intermediate; intermediate vs. end), quasi-likelihood *F*-tests are performed to estimate the significance. Additionally, we conducted differential expression analyses between OSS and static at the start and the end time points separately. All the statistical methods used are same to previous DE analysis, except the only predictor in the general linear model (GLM) is biological condition, not time point. Based on this model, we selected differentially expressed genes with false discovery rate (FDR) < 0.05.

### Pathway Analysis

Pathway analysis was mainly performed using Ingenuity Pathway Analysis (IPA). Depending on our interest, we used Disease and Biological Functions or Canonical Pathway terms. Ingenuity Pathway Analysis comparison analysis that compares the results of two IPA differential analyses was used to elucidate consecutive molecular changes across three time points (e.g., 96 h vs. 48 h vs. 12 h in Figure 2) or compare two later time points (e.g., 96 h OSS and 96 h Static in Figure 3) against the same baseline (0 h Static). Where appropriate, the IPA activation z-score, which represents the bias in gene regulation, was used to predict whether a given pathway is activated or inactivated relative to the compared condition. Otherwise, we used a canonical measure representing statistical significance, *P*-value. IPA calculates *P*-value from a Right-Tailed Fisher’s Exact Test, which reflects the likelihood that the overlap between our observation and each IPA knowledgebase pathway is due to random chance. *P*-values were further corrected for multiple testing with Benjamini–Hochberg.

### T-Distributed Stochastic Neighbor Embedding Analysis

We used a curated set of highly expressed genes in human and rat nephron segments described in Eshbach et al. (2017) to compare the expression of our data (96 h OSS and 96 h Static) with that of S1, S2, and S3 PT segments reported in Lee et al. (2015) We extracted two dimensions of the embedded space from t-distributed Stochastic Neighbor Embedding (tSNE) on which to place our data, S1, S2 and S3 PT.

### Genes for the Annotated Gene Sets (e.g., Signaling Pathways) From MSigDB

To retrieve genes involved in biochemical processes of interest (e.g., mechanosensation), we used regulatory target gene sets (C3) defined in MSigDB version 7.1 (Subramanian et al., 2005). We used the UCSC table browser to retrieve the gene identification (ID), symbol, and description associated with GRCh38/hg38 and mm10 assembly, GENCODE v32 track. The columns in the matching table are from kgXref table which links known gene ID and their reference. The kgID column contains the ensemble transcript ID. The Gene Symbol column contains official gene symbol and the Description column contains the full gene names and the source databases.

### Heatmap Log Transformation and Row-Wise Normalization

Gene expression values were first log-transformed and the values within each row were normalized to sum to 1 to generate heat maps. The top 10% of the genes in terms of the standard deviation of expression across the conditions and with an average count of >100 are plotted.

### Western Blotting

Equivalent amounts of cell lysate (10 μg) extracted from cells cultured under static or OSS conditions for 96h were western blotted with the following antibodies: Dab2 (D709T, Cell Signaling Technology #12906); Caveolin-1 (Cell Signaling Technology #3238); Rab11a (Abcam #ab65200); and Dynamin-2 (Hudy-1, EMD Millipore #MABT188). Band intensities were quantified using and background subtracted. Intensities of OSS-exposed samples were normalized to control (Static) values (set at 100%) and significance was assessed separately for each antibody in GraphPad Prism software using a one sample *t*-test.

## Results

### OSS-Induced Changes in PT Cell Gene Expression

To identify transcriptional changes that lead to the remarkable differentiation we observed in cells exposed to OSS, OK cells were plated on permeable supports, and the following day (*t* = 0h) shifted to OSS for 12, 48, and 96 h or maintained under static conditions over this period (0, 48, and 96 h) before harvesting RNA. Similarly plated samples cultured for 0 h or for 96 h under OSS or static conditions were incubated with apically added AlexaFluor-647 albumin for 15 min, then fixed and stained with rhodamine-phalloidin to confirm the increase in apical endocytic activity and buttressed cytoskeletal structure previously observed under OSS (Figure 1A; Long et al., 2017). RNA from three independent time courses was pooled for each sample, and three samples for each condition were sequenced. 

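LRP2 (ENSMODG00000007996), which encodes megalin, rose under OSS from 3674 ± 378 CPM at 12 h to 5929 ± 424 CPM at 48 h and lay at 6404 ± 681 CPM at 96 h. Under static conditions it lay at 3250 ± 404 CPM at 0 h and 4376 ± 325 CPM at 96 h. At 96 h LRP2 was higher under OSS than under static conditions, with a log2 fold change of 0.55 (standard error 0.10, edgeR adjusted p = 0.00356). CUBN, which encodes the partner receptor cubilin, lay at 1179 ± 96.8 CPM in Static 96 h and 1714 ± 203 CPM in OSS 96 h, a log2 fold change of 0.54 (standard error 0.10, edgeR adjusted p = 0.00438). AMN, which encodes the cubilin anchor amnionless, did not pass the same test (0.16, adjusted p = 0.161 in edgeR, adjusted p = 0.0196 with the replicate number as a block).
Levels here are means of TMM-scaled CPM ± SD over the 3 libraries of a condition. Fold changes are log2 with the standard error of edgeR, and "rose", "fell" and "passed" refer to its quasi-likelihood test at an adjusted p under 0.05. Of the 23899 genes with deposited counts, 12840 passed the paper's filter and were tested, 11619 of them with a gene symbol. Fixed gene lists were tested with camera, which asks whether members lean higher or lower than the other genes, at its preset correlation between genes and with that correlation estimated. Every condition held 3 libraries, so a 3 against 3 comparison has only 10 possible splits. No static library was taken at 12 h. Changes from Static 0 h to OSS 12 h therefore hold both OSS and 12 h more in culture, which cannot be told apart.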

Multidimensional scaling (MDS) based on the gene expression profile between datasets for each condition (Figure 1B) supports validity of the datasets. First, based on the gene expression profiles, the three biological replicates for each condition are closer to each other than to those of the other conditions. 

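On leading log2 fold changes over the 500 genes that differ most between each pair of libraries, 13 of the 18 libraries lay nearest to a library of their own condition. The other 5 lay nearest to a library of another condition, 4 of them to the one with the same replicate number. Static 0 h replicate 1 and OSS 12 h replicate 1 formed one such pair, at a distance of 1.67. No library had both partners of its condition closer than every library of the other conditions. Distances had a median of 1.87 within conditions (0.846 to 2.53) and 2.65 between conditions (1.05 to 3.96). With all tested genes in place of 500, 14 libraries lay nearest to a partner and 2 had both partners closest. With the replicate number removed as a block, 18 libraries lay nearest to a partner and 16 had both partners closest. That removal kept the condition means and took out deviations within conditions, so closer grouping by condition was likely beforehand. Among single genes, DHRS9, a retinol and steroid dehydrogenase, lay at 43.8 ± 9.77 CPM in Static 96 h and 0.250 ± 0.160 CPM in OSS 96 h. KDR, the receptor for vascular endothelial growth factor, lay at 36.3 ± 8.29 CPM in Static 0 h and 4.84 ± 0.846 CPM in Static 96 h. The paper reads the same kind of plot as showing separated conditions and divergence over time. Distances describe the libraries and carry no test.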

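CYP4A11 (a fatty acid hydroxylase of the proximal tubule) climbed from 8.81 ± 3.47 CPM after 12 h of OSS to 161 ± 31.9 CPM after 48 h and 309.6 ± 75.3 CPM after 96 h. Static cells held 5.62 ± 1.94 CPM at 0 h, 83.2 ± 25.0 CPM at 48 h and 27.8 ± 4.60 CPM at 96 h. TTR, which encodes the thyroid hormone carrier transthyretin, lay at 1.04 ± 0.260, 14.6 ± 3.96 and 26.1 ± 14.2 CPM after 12, 48 and 96 h of OSS. In static cells TTR lay at 0.542 ± 0.177, 1.66 ± 0.184 and 0.458 ± 0.171 CPM at 0, 48 and 96 h. CA9, a carbonic anhydrase induced by hypoxia, went the other way, from 20.8 ± 7.51 CPM at 0 h to 0.848 ± 0.228 CPM after 12 h of OSS. On the 500 genes that differ most between each pair, the mean MDS distance from Static 0 h was 1.99 for OSS 12 h, 2.68 for OSS 48 h and 2.95 for OSS 96 h. Static 48 h and Static 96 h lay at 2.48 and 2.81 from it. Steps within a culture condition were 2.21 from OSS 12 to 48 h, 1.67 from OSS 48 to 96 h and 1.79 from Static 48 to 96 h. Mean distances within the conditions were 1.45 to 2.00, and the last step of each course lay within that range. With the replicate number removed as a block these means were 0.788 to 1.15. The last steps, 1.31 for OSS and 1.38 for static culture, lay above them. The removal kept the condition means, so smaller distances within conditions were likely beforehand.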

Second, the gene expression profiles change progressively over time.

**FIGURE 1:**
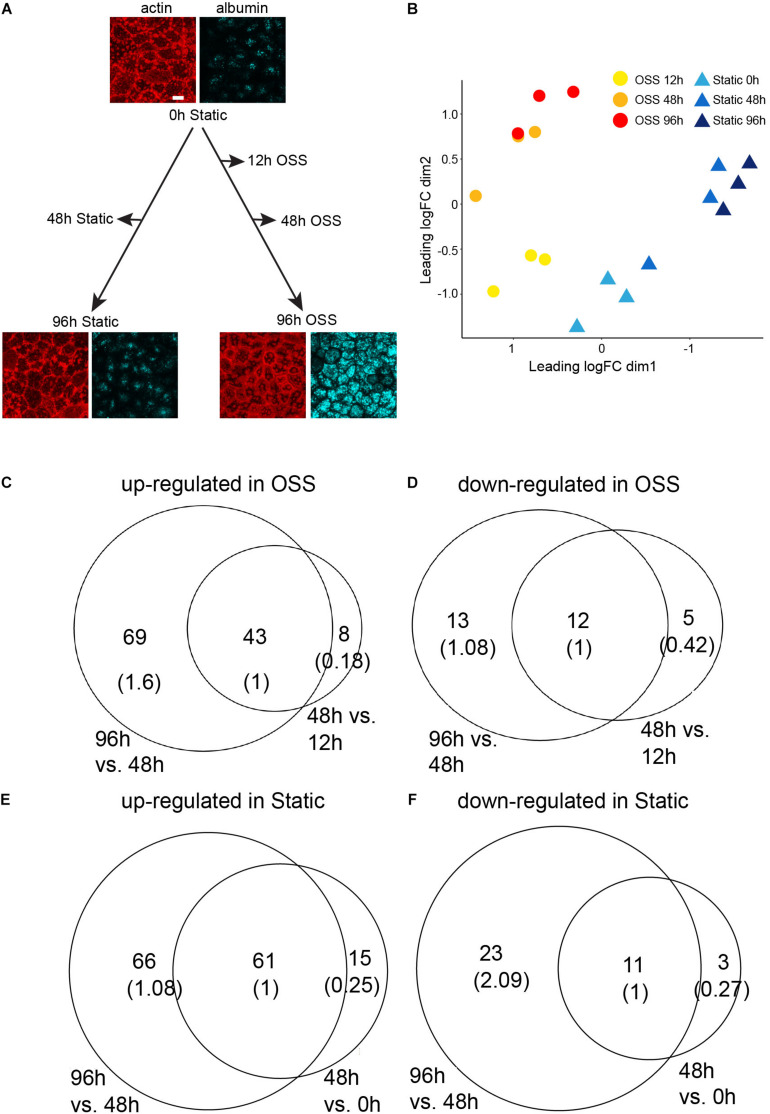
RNASeq experimental design and analysis on differentially expressed genes. **(A)** OK cells plated on permeable filter supports and the following day (*t* = 0 h) transferred to orbital shear stress (OSS) or maintained under static conditions. RNA was harvested at the indicated time points. The images show actin staining (red) and albumin uptake (blue) of cells at 0 h and after 96 h culture under static or OSS conditions. Scale bar: 10 μm. **(B)** MDS visualization of the three biological replicates from each condition based on their gene expression profiles. The profiles are further grouped by the time point at which the RNA-Seq data were harvested (0, 48, 96 h for static and 12, 48, 96 h for OSS). The number of up- **(C)** and down- **(D)** regulated genes in cells exposed to OSS for 48 h vs. 12 h (right circle) and in 96 h vs. 48 h (left circle) with the overlap normalized to 1 in parentheses. The number of up- **(E)** and down- **(F)** regulated genes in cells cultured under static conditions for 48 h vs. 0 h (right circle) and for 96 h vs. 48 h (left circle).

Cells exposed to OSS for 12 h already had a significantly different transcription profile compared with the starting cell population (0 h). 

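TMEM178A (1.95 ± 0.36), APOA4 (1.84 ± 0.39), OSGIN1 (1.58 ± 0.32) and SLC38A6 (1.38 ± 0.13) had the largest log2 rises after 12 h of OSS among genes with separated groups, a mean logCPM of at least 1 and a single tested identifier. APOA4 encodes an apolipoprotein and OSGIN1 a protein induced by oxidative stress. The largest falls were those of BLK (-4.73 ± 0.44), CA9 (-4.56 ± 0.34), DHRS9 (-4.52 ± 0.41) and C8ORF48 (-4.50 ± 0.67). BLK encodes a tyrosine kinase of the Src family. In edgeR's quasi-likelihood test 828 genes rose and 854 fell at an adjusted p under 0.05 (n = 3 per condition), with a median size of 0.603 on the log2 scale. Of the 38 extracellular matrix genes, 1 rose, 5 fell and 32 did not pass the test (the same when adjusted over the list alone). The falls included PLOD1 (-1.69), COL11A1 (-1.63) and P4HA2 (-1.15), of which PLOD1 and P4HA2 modify collagen, and TNC (tenascin C) rose by 1.05. The matrix list leaned lower than other genes (camera adjusted p = 2.29e-05, adjusted p = 0.160 with an estimated correlation). Among the 19 targets of the transcriptional regulator YAP, 4 fell and 15 did not pass the test (the same when adjusted over the list alone), namely IGFBP3 (-3.40), ANKRD1 (-2.22), ASAP1 (-1.14) and TGFB2 (-0.99). The YAP targets leaned lower than other genes (camera adjusted p = 2.93e-04, adjusted p = 0.315 with an estimated correlation).
The count of 1682 genes depended on single libraries: it was 912 without Static 0 h replicate 1, 260 without Static 0 h replicate 2, 147 without OSS 12 h replicate 1, 71 without OSS 12 h replicate 2 and 792 without OSS 12 h replicate 3. DESeq2 called 2788 genes and edgeR with the replicate number as a block 5294. With that block 2 rose and 23 fell in the matrix list and 11 fell among the YAP targets. TMEM178A, COL11A1 and ANKRD1 lost their edgeR calls without Static 0 h replicate 2 or OSS 12 h replicate 1 or 2 (adjusted p 0.0517 to 0.0792). APOA4 lost its edgeR call with any 1 library left out other than OSS 12 h replicate 3 (adjusted p 0.0570 to 0.0819). OSGIN1 lost its edgeR call with any 1 library left out other than Static 0 h replicate 3 (adjusted p 0.0520 to 0.0896). C8ORF48 lost its edgeR call without OSS 12 h replicate 1 (adjusted p = 0.0512). TNC lost its edgeR call with any 1 of the 6 libraries left out (adjusted p 0.0706 to 0.138), and DESeq2 did not call it (adjusted p = 0.0684). IGFBP3 and TGFB2 lost their edgeR calls without OSS 12 h replicate 1 or 2 (adjusted p 0.0516 to 0.0607).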

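Among genes that passed the expression filter, every called gene with at least a 4-fold change between Static 0 h and OSS 12 h fell. C8ORF48 went from 4.38 ± 2.90 to 0.182 ± 0.145 CPM, DHRS9 from 16.8 ± 9.19 to 0.722 ± 0.140 CPM and IGFBP3, which encodes a carrier of insulin-like growth factors, from 54.4 ± 33.6 to 4.99 ± 2.16 CPM. At an adjusted p under 0.05 and a log2 fold change of at least 2 in size, edgeR's quasi-likelihood test gave 45 falls and 0 rises (n = 3). At an unadjusted p under 0.05 and that size there were 49 falls and 0 rises, and DESeq2 gave 47 falls and 0 rises. Without the expression filter more genes were called at that size, and not all of them fell. TMEM178A rose from 4.33 ± 1.67 to 16.4 ± 6.76 CPM, under 4-fold. It had the largest rise among called genes with a symbol, a mean logCPM of at least 1 and separated groups. The 45 became 22 without Static 0 h replicate 2, 17 without OSS 12 h replicate 1 and 15 without OSS 12 h replicate 2.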

We identified 41 transcripts significantly (FDR < 0.05) down-regulated upon exposure to OSS for 12 h compared with cells recovered at 0h. 

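After 48 h of OSS the largest log2 rises over Static 0 h were those of CYP4A11 (4.84 ± 0.35), TTR (4.73 ± 0.45), AGXT2 (4.52 ± 0.50), UNC93A (4.39 ± 0.36) and APOH (4.18 ± 0.51). AGXT2 encodes a mitochondrial aminotransferase and APOH a plasma glycoprotein. The largest falls were those of CA9 (-7.23), DHRS9 (-6.98), C8ORF48 (-5.44), BLK (-4.94) and CALML3 (-4.68). After 96 h of OSS the largest rises were those of LAO1 (7.89 ± 2.06), LPO (7.50 ± 1.97), PIGR (7.20 ± 1.73), TNFSF15 (6.21 ± 1.27) and HPX (6.20 ± 1.53). In static culture LAO1 (7.19 ± 2.01), LPO (6.63 ± 1.93), PIGR (5.96 ± 1.64) and TNFSF15 (5.92 ± 1.26) rose too from 0 to 96 h, and HPX (2.88 ± 1.34) did not pass edgeR (adjusted p = 0.101) but rose with the replicate number as a block (3.34, adjusted p = 2.53e-04). LPO encodes lactoperoxidase, PIGR the receptor that carries polymeric antibodies across epithelia and HPX the heme carrier hemopexin. At that time SPINK6, a protease inhibitor (-5.53), and LGALS7, a galectin (-4.92), fell. In edgeR's quasi-likelihood test 2473 genes rose and 2572 fell at 48 h, and 2495 rose and 2594 fell at 96 h (adjusted p under 0.05, n = 3). Of these, 110 rises and 113 falls at 48 h and 178 rises and 123 falls at 96 h had a log2 fold change of at least 2 in size. Without scaling factors the splits were 1943 rises to 3159 falls at 48 h and 1904 to 3293 at 96 h.
Of the 38 extracellular matrix genes, 2 rose, 20 fell and 16 did not pass the test (the same when adjusted over the list alone) at 48 h, and 3 rose, 21 fell and 14 did not pass the test (4 rose and 22 fell when adjusted over the list alone) at 96 h. The matrix list leaned lower at both times, with camera adjusted p = 1.67e-06 and 4.73e-08, and passed with an estimated correlation too (adjusted p = 0.0437 and 0.0425). Of the 12 gluconeogenesis genes, 8 rose, 1 fell and 3 did not pass the test (the same when adjusted over the list alone) at 48 h. These genes leaned higher than other genes (camera adjusted p = 8.44e-09, adjusted p = 0.0446 with an estimated correlation). LPO lost its edgeR call in static culture without Static 96 h replicate 3 (adjusted p = 0.0506).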

Culture for 48 or 96 h under OSS resulted in further divergence in transcripts compared with the starting (0 h) cell population. There were 51 transcripts upregulated and 17 downregulated by 48 h of culture and an additional 69 upregulated and 13 downregulated by 96 h OSS (Figures 1C,D, respectively). 

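From 12 to 48 h of OSS the largest log2 rises were those of CYP4A11 (4.20 ± 0.30), TTR (3.82 ± 0.49), AGXT2 (3.68 ± 0.49), CPO (3.50 ± 0.52) and FAM151A (3.48 ± 0.37). CPO encodes a carboxypeptidase of the brush border. SPINK6 (-3.15 ± 0.27), LGALS7 (-3.10 ± 0.22), GALNT9 (-3.00 ± 0.34), BDKRB1 (-2.67 ± 0.32) and CYP1B1 (-2.53 ± 0.27) had the largest falls. BDKRB1 is a bradykinin receptor and CYP1B1 a cytochrome P450. From 48 to 96 h of OSS the largest rises were those of SERPINA3 (2.01 ± 0.34), CA4 (1.90 ± 0.37), SERPINA10 (1.87 ± 0.29) and FAM151A (1.78 ± 0.32). CA4 is a membrane carbonic anhydrase of the proximal tubule, and SERPINA3 and SERPINA10 are protease inhibitors. SLC1A4, an amino acid transporter, fell by 1.18, CCDC89 by 0.94 and S100A4 by 0.87. In edgeR's quasi-likelihood test 1836 genes rose and 1644 fell from 12 to 48 h (adjusted p under 0.05, n = 3), of which 75 and 17 had a log2 fold change of at least 2 in size. From 48 to 96 h 87 rose and 60 fell, 1 of them at that size.
The count for 12 to 48 h was 2173 without OSS 48 h replicate 2 and 5493 with the replicate number as a block, and its split without scaling factors was 1322 rises to 2354 falls. The 147 genes of 48 to 96 h became 1 without OSS 48 h replicate 1, 2 without OSS 48 h replicate 2, 1 without OSS 48 h replicate 3, 15 without OSS 96 h replicate 1, 8 without OSS 96 h replicate 2 and 4 without OSS 96 h replicate 3. The 1 gene at the larger size was SERPINA3. For 48 to 96 h DESeq2 called 1105 genes, edgeR with the block 2466, with all 18 libraries 310 and with these 6 libraries alone 296. SERPINA3, CA4, SERPINA10, FAM151A, SLC1A4 and CCDC89 lost their edgeR calls with any 1 of the 6 libraries left out (adjusted p 0.0554 to 0.185). S100A4 lost its edgeR call with any 1 library left out other than OSS 96 h replicate 3 (adjusted p 0.101 to 0.125).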

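In static culture the largest log2 rises from 0 to 48 h were those of LRRC70 (4.88 ± 1.03), REG3G (4.57 ± 0.81), MUC13 (4.37 ± 0.94), DCHS2 (4.21 ± 0.42) and PEBP4 (4.06 ± 0.30). REG3G encodes an antimicrobial lectin and MUC13 a cell surface mucin. SPINK6 (-4.42 ± 0.38), FN1 (-2.89 ± 0.37), CCDC89 (-2.87 ± 0.30), LGALS7 (-2.52 ± 0.31) and FBLN2 (-2.38 ± 0.39) had the largest falls. FN1 and FBLN2 encode the matrix proteins fibronectin and fibulin 2. From 48 to 96 h only falls passed: SLC22A6 (-2.02 ± 0.23), MAMDC4 (-1.32 ± 0.12), CDH16 (-1.15 ± 0.10), ABCG5 (-1.99 ± 0.23) and PARM1 (-0.89 ± 0.10). SLC22A6 is the organic anion transporter OAT1 and CDH16 the kidney cadherin. In edgeR's quasi-likelihood test 1905 genes rose and 1964 fell from 0 to 48 h (adjusted p under 0.05, n = 3), 116 and 17 of them with a log2 fold change of at least 2 in size. From 48 to 96 h 0 rose and 5 fell, 1 of them at that size (SLC22A6), with 1749 genes at an unadjusted p under 0.05 and 122 rises and 164 falls in DESeq2.
The 5 became 13 without Static 48 h replicate 3, 0 without Static 96 h replicate 1, 0 without Static 96 h replicate 2 and 0 without Static 96 h replicate 3, and edgeR no longer called any of them without each Static 96 h library. It was 103 with the replicate number as a block, 59 with all 18 libraries and 0 with these 6 libraries alone. The change of OSS cells from 48 to 96 h minus that of static cells passed for 0 genes in edgeR, with 1580 at an unadjusted p under 0.05, 225 in DESeq2 and 138 with the block. That 0 became 2 without Static 48 h replicate 2, 24 without Static 48 h replicate 3 and 2 without OSS 96 h replicate 3. For 0 to 48 h the count was 2562 with these 6 libraries alone, and the split without scaling factors 1488 rises to 2508 falls. SLC22A6, MAMDC4 and CDH16 lost their edgeR calls without Static 96 h replicate 1, 2 or 3 (adjusted p 0.0738 to 0.305). ABCG5 lost its edgeR call with any 1 library left out other than Static 48 h replicate 2 or 3 (adjusted p 0.0527 to 0.305). PARM1 lost its edgeR call with any 1 library left out other than Static 48 h replicate 1 or 3 (adjusted p 0.0580 to 0.305).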

For cells maintained under static conditions, we identified 76 upregulated and 14 downregulated transcripts at 48 h compared to 0 h and an additional 66 upregulated and 23 downregulated transcripts at 96 h (Figures 1E,F, respectively).

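LRP2BP, CA9 and PKHD1L1, which fell by 12 h of OSS, were still lower at 48 h than at Static 0 h, at 4.54 ± 0.159, 0.135 ± 0.0234 and 0.935 ± 0.133 CPM. Static cells at 48 h held 61.5 ± 6.42, 29.8 ± 2.11 and 32.0 ± 2.99 CPM of them. CA9 and PKHD1L1 fell further from 12 to 48 h of OSS, by 2.64 and 1.56 on the log2 scale, and KL rose over the same interval by 2.06. Of the 41 genes of the paper's 12 h table, 36 passed the expression filter (CPNE5, P2RY6, TRIM55, CYP4F22 and EFHC2 did not). After 12 h of OSS 35 of the 36 fell and 1 did not pass, by edgeR's quasi-likelihood test at an adjusted p under 0.05 (36 fell when adjusted over the list alone). Against Static 0 h, 35 of the 36 were lower after 48 h of OSS and 33 after 96 h, with median log2 fold changes of -2.77 and -2.40. The study chose these genes for their fall from Static 0 h to OSS 12 h on these same libraries. Changes against Static 0 h or OSS 12 h reuse those libraries, so none of them is independent evidence that the falls last, and what no change would give was not computed. In static culture 14 of the 36 were higher at 48 h and 19 at 96 h (medians 0.73 and 0.96), and the other 22 and 17 did not pass. From 12 to 48 h of OSS 2 rose, 5 fell and 29 did not pass. At 96 h all 36 were lower in OSS than in Static cells (camera adjusted p = 2.71e-51, adjusted p = 0.0425 with an estimated correlation). KL lost its edgeR call with any 1 library left out other than OSS 12 h replicate 2 or OSS 48 h replicate 1 (adjusted p 0.0542 to 0.0817).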

Transcripts that were rapidly downregulated within 12 h of OSS are shown in Table 1. The most highly downregulated transcript was for LRP2BP, a megalin-binding protein recently demonstrated to promote cell migration in vascular smooth muscle cells (Zhang et al., 2018). 

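LRP2BP (ENSMODG00000004698) fell from 37.6 ± 8.69 CPM in Static 0 h to 3.15 ± 0.398 CPM in OSS 12 h (n = 3). Its log2 fold change was -3.55 (standard error 0.20, edgeR adjusted p = 0.00174). Among all tested genes it had the smallest p in this comparison, and DESeq2 and every omission of 1 library also called it. At 96 h it lay at 7.17 ± 3.15 CPM under OSS and 66.6 ± 2.18 CPM in static cells.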

Significantly downregulated transcripts also encoded proteins commonly associated with kidney function and disease, including adrenomedullin (*ADM*), klotho (*KL*), fibrocystin-L (*PKHD1L1*), and angiopoietin 1 (*ANGPT1*). 

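ADM, which encodes the vasodilator peptide adrenomedullin, fell from 63.1 ± 36.6 to 4.93 ± 0.594 CPM, a log2 fold change of -3.64 (standard error 0.44, edgeR adjusted p = 0.00884). KL, an anti-aging hormone and coreceptor of the distal nephron, fell from 0.871 ± 0.283 to 0.0678 ± 0.0260 CPM, by 3.58 (standard error 0.43, edgeR adjusted p = 0.00849). PKHD1L1, a homolog of the polycystic kidney disease gene PKHD1, fell from 18.6 ± 7.90 to 2.75 ± 0.990 CPM, by 2.73 (standard error 0.35, edgeR adjusted p = 0.0105). ANGPT1, a ligand of the endothelial receptor TIE2, fell from 12.3 ± 5.37 to 2.83 ± 0.120 CPM, by 2.09 (standard error 0.28, edgeR adjusted p = 0.0115). Static cells at 96 h held 197 ± 24.2 CPM of ADM, 2.68 ± 0.618 of KL and 25.2 ± 3.70 of ANGPT1. After 96 h of OSS, KL (0.703 ± 0.367 CPM) and ANGPT1 (7.16 ± 1.92 CPM) did not pass edgeR against Static 0 h (adjusted p = 0.604 and 0.0742, the last adjusted p = 0.00795 with the replicate number as a block), and ADM (4.92 ± 0.345 CPM) was still lower (adjusted p = 2.46e-06). ADM lost its edgeR call without OSS 12 h replicate 2 (adjusted p = 0.0521). ANGPT1 lost its edgeR call without OSS 12 h replicate 1 or 2 (adjusted p 0.0516 to 0.0521).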

Ingenuity Pathway Analysis analysis identified 76 pathways consistent with changes in cell differentiation, transport, protein trafficking, and metabolism that were significantly altered within 12h of exposure to OSS (Supplementary Table 2). 

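Members of the glycolysis list fell after 12 h of OSS, and members of the TCA cycle and oxidative phosphorylation lists rose. No list passed with the correlation between its genes estimated (adjusted p = 0.174, 0.358 and 0.416). Of the 19 glycolysis genes, 11 fell and 8 did not pass the test (1 rose and 13 fell when adjusted over the list alone). The falls included the enzymes ENO2 (-2.39 ± 0.35), PFKP (-1.76 ± 0.28) and HK1 (-1.42 ± 0.15). The glycolysis list leaned lower than other genes (camera adjusted p = 4.80e-14, adjusted p = 0.174 with an estimated correlation). Of the 17 TCA cycle genes, 8 rose and 9 did not pass the test (12 rose when adjusted over the list alone). IDH3A (0.83 ± 0.13), MDH1 (0.78 ± 0.12) and DLST (0.60 ± 0.10) were among the rises. The TCA cycle list leaned higher than other genes (camera adjusted p = 1.70e-07, adjusted p = 0.358 with an estimated correlation). Among 26 genes of oxidative phosphorylation, 12 rose and 14 did not pass the test (16 rose when adjusted over the list alone). They included UQCRFS1 (0.70 ± 0.13) of complex III, COX7A2 (0.69 ± 0.13) of complex IV and NDUFA8 (0.65 ± 0.15) of complex I. This list leaned higher than other genes (camera adjusted p = 1.74e-09, adjusted p = 0.416 with an estimated correlation). With the replicate number as a block, 2 rose and 15 fell in glycolysis, 14 rose in the TCA cycle and 23 rose in oxidative phosphorylation. Without a static library at 12 h, the share of time in culture in these changes is not known. From 0 to 96 h within the 9 Static libraries, 15 oxidative phosphorylation genes rose and 0 fell, and 9 TCA cycle genes rose and 1 fell. Glycolysis went the other way from OSS there, with 9 rises and 1 fall.
In protein trafficking, with 132 members, 4 rose, 5 fell and 123 did not pass the test, and 0 passed when adjusted over the list alone (18 up and 16 down at an unadjusted p under 0.05, 7 up and 13 down in DESeq2). RAB13 (-0.50), ADAM10 (-0.48) and CAVIN1 (-0.48) were lower and the ATPase VCP (0.42) higher. The trafficking list did not pass the list test (camera adjusted p = 0.652). With the block, 26 rose and 21 fell among its members. All calls are by edgeR's quasi-likelihood test at an adjusted p under 0.05 (n = 3). ENO2, IDH3A and MDH1 lost their edgeR calls without OSS 12 h replicate 1 or 2 (adjusted p 0.0521 to 0.0567). PFKP lost its edgeR call without OSS 12 h replicate 1 (adjusted p = 0.0519). DLST, UQCRFS1 and COX7A2 lost their edgeR calls without Static 0 h replicate 2 or OSS 12 h replicate 1 or 2 (adjusted p 0.0583 to 0.0813). NDUFA8 lost its edgeR call with any 1 library left out other than Static 0 h replicate 1 or OSS 12 h replicate 3 (adjusted p 0.0762 to 0.123). RAB13, CAVIN1 and VCP lost their edgeR calls with any 1 library left out other than Static 0 h replicate 3 (adjusted p 0.0564 to 0.137). ADAM10 lost its edgeR call with any 1 library left out other than Static 0 h replicate 3 or OSS 12 h replicate 3 (adjusted p 0.0539 to 0.0772).

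**Figure D1:**
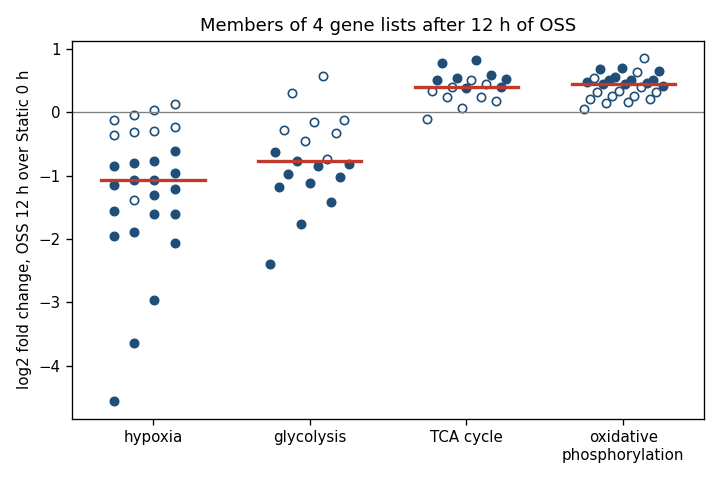
Log2 fold change from Static 0 h to OSS 12 h of each member of the hypoxia, glycolysis, TCA cycle and oxidative phosphorylation lists (3 libraries per condition). Filled points passed the quasi-likelihood test of edgeR and open points did not. Bars mark list medians.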

A subset of these are shown in Table 2.

**TABLE 1:** Transcripts downregulated after 12 h exposure to OSS.

Gene	logFC	logCPM	F statistic	*P*-Value	FDR	Protein
LRP2BP	–3.5565	4.845489	335.3451	5.22E-08	0.000463	Lrp2 binding protein
CA9	–4.5667	3.931135	188.9926	5.27E-07	0.002055	Carbonic anhydrase IX
DHRS9	–4.5225	3.627682	124.1449	2.79E-06	0.003282	Dehydrogenase/reductase (SDR family) member 9
BLK	–4.7370	3.865411	123.433	2.85E-06	0.003282	B lymphoid kinase
SUSD4	–3.4992	3.567026	111.0262	4.31E-06	0.003282	Sushi domain containing 4
GPR37	–3.2780	2.435743	108.3623	4.74E-06	0.003282	G protein-coupled receptor 37
ERO1A	–2.0756	7.235736	95.66971	7.67E-06	0.003564	Endoplasmic reticulum oxidoreductase 1 alpha
CALML3	–2.8456	6.088465	89.46132	9.93E-06	0.003974	Calmodulin-like 3
SCARA3	–2.2841	3.424677	80.82479	1.46E-05	0.003983	Scavenger receptor class A, member 3
ADM	–3.6496	5.58256	72.16275	2.25E-05	0.004513	Adrenomedullin
KCNAB2	–2.7174	4.500963	65.95435	3.15E-05	0.005386	Potassium voltage-gated channel, shaker-related subfamily, beta member 2
KL	–3.5811	–0.49906	65.22774	3.28E-05	0.005386	Klotho
PKHD1L1	–2.7306	3.91887	63.25991	3.68E-05	0.005509	Fibrocystin-L; polycystic kidney and hepatic disease 1-like 1
ANGPT1	–2.0976	3.425352	56.54254	5.57E-05	0.006502	Angiopoietin 1
CPNE5	–3.7010	0.135471	56.12173	5.72E-05	0.006502	Copine V
ST3GAL1	–2.7728	5.076463	54.56327	6.35E-05	0.006773	ST3 beta-galactoside alpha-2,3-sialyltransferase 1
IGFBP3	–3.4093	5.386319	53.92867	6.62E-05	0.006985	Insulin-like growth factor binding protein 3
NDRG2	–2.1087	5.667499	52.54419	7.28E-05	0.007118	N-myc downstream regulated gene 2
ADAMTS13	–3.2598	1.860187	50.62773	8.33E-05	0.007118	A disintegrin-like and metallopeptidase
SPATA17	–2.0973	1.079873	48.33872	9.85E-05	0.007626	Spermatogenesis associated 17
ENO2	–2.3957	2.921824	47.56873	0.000104	0.007705	Enolase 2
SPINT1	–2.2497	3.483428	47.07817	0.000108	0.007802	Serine protease inhibitor, Kunitz type 1
TNFRSF19	–3.9773	0.061145	46.90267	0.00011	0.007823	Tumor necrosis factor receptor superfamily, member 19
REPS2	–2.1065	4.149959	43.27926	0.000146	0.008666	RALBP1 associated Eps domain containing protein 2
GRHL3	–2.5177	1.412018	42.64034	0.000154	0.008744	Grainyhead like transcription factor 3
KCNK13	–2.6555	–0.46147	42.50643	0.000156	0.008744	Potassium channel, subfamily K, member 13
TRIM63	–2.0653	3.552744	38.78596	0.000215	0.010181	Tripartite motif-containing 63
KANK3	–2.2144	3.613935	38.62101	0.000218	0.010181	KN motif and ankyrin repeat domains 3
PCSK1	–3.2134	1.50546	38.48542	0.000221	0.010191	Proprotein convertase subtilisin/kexin type 1
UBA7	–2.1927	1.502012	33.93303	0.000341	0.011741	Ubiquitin-like modifier activating enzyme 7
LTBP1	–2.0196	2.798	33.23028	0.000367	0.012115	Latent transforming growth factor beta binding protein 1
SRMS	–2.4056	0.549291	30.55573	0.000486	0.013434	Src-related kinase lacking C-terminal regulatory tyrosine and N-terminal myristylation sites
ADGRF5	–3.4251	–1.03889	29.24985	0.000563	0.014112	Adhesion G protein-coupled receptor F5
ANKRD1	–2.2238	0.282321	27.70426	0.000673	0.015169	Ankyrin repeat domain 1
P2RY6	–2.312	–0.75905	18.98575	0.002214	0.025303	Pyrimidinergic receptor P2Y6
ANKRD37	–2.97	0.438142	18.57396	0.002364	0.026339	Ankyrin repeat domain 37
TRIM55	–2.0308	–0.26692	16.5463	0.003321	0.030642	Tripartite motif-containing 55
TMEM52B	–2.0286	1.403966	16.48555	0.003356	0.03081	Transmembrane protein 52B
CYP4F22	–3.3780	–1.37273	15.92283	0.003708	0.032597	Cytochrome P450 family 4 subfamily F member 22
EFHC2	–2.0731	–0.22658	14.11734	0.005198	0.03926	EF-hand domain (C-terminal) containing 2
ENPP2	–2.0774	4.911872	12.37982	0.007405	0.048088	Ectonucleotide pyrophosphatase/phosphodiesterase 2

*The log2-transformed fold-change (logFC), log2-transformed counts per million (logCPM), *F*-statistic, *P*-value, and false discovery rate (FDR) for differential expression of genes estimated by edgeR is shown, along with the name of the protein encoded by each gene.*

**TABLE 2:** IPA Pathway Analysis: 0 h vs. 12 h OSS (selected pathways).

Category	P-value (range)
Organ development	3E-06-1.98E-02
Tissue morphology	1.73E-04-1.97E-02
Cellular movement	1.82E-04-2E-02
Molecular transport	2.07E-04-1.79E-02
Protein trafficking	2.07E-04-1.61E-02
Amino acid metabolism	4.47E-04-1.08E-02
Post-Translational modification	4.47E-04-1.61E-02
Inflammatory response	1.37E-03-1.97E-02
Carbohydrate metabolism	1.8E-03-1.79E-02
Cell cycle	1.8E-03-1.26E-02
Lipid metabolism	1.8E-03-1.79E-02
Nucleic acid metabolism	1.8E-03-8.6E-03
Renal and urological system development and function	1.8E-03-1.98E-02
Protein folding	1.43E-02-1.61E-02
Vitamin and mineral metabolism	1.79E-02-1.79E-02

*A subset of the 76 pathways identified by IPA comparison of OK cells cultured under orbital shear stress (OSS) for 0 vs. 12 h is shown, along with the range in *P*-values. Supplementary Table S2 shows all pathways and genes therein.*

### Temporal Changes in OSS-Induced Transcription

Paired datasets were compared using IPA to identify pathways that were temporally engaged or de-enriched upon prolonged exposure to OSS compared with shorter periods (Supplementary Table 3). To this end, we identified significant changes in IPA *Diseases and Biological Functions* pathways between cells exposed to OSS for 48 h vs. 12 h and for 96 h vs. 48 h (Figure 2A). 

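KCNJ16, a potassium channel, rose by 3.01 ± 0.60 from 12 to 48 h of OSS, and from 48 to 96 h its change was -0.05 (edgeR adjusted p = 0.972). The sulfate transporter SLC13A1 (2.79 ± 0.67), the phosphate transporter SLC34A1 (1.91 ± 0.32) and the sodium-proton exchanger SLC9A3 (1.63 ± 0.32) also rose in the early interval. Of the 27 cation transport genes, 13 rose and 14 did not pass the test (15 rose and 1 fell when adjusted over the list alone) from 12 to 48 h. The list leaned higher than other genes (camera adjusted p = 0.00111, adjusted p = 0.103 with an estimated correlation). From 48 to 96 h 0 of its members passed edgeR, also when adjusted over the list alone (6 up and 0 down at an unadjusted p under 0.05, 0 up and 0 down in DESeq2), and 7 rose and 1 fell with the replicate number as a block. As a list they did not pass the list test (camera adjusted p = 0.0704, adjusted p = 0.0430 with the replicate number as a block). Tested directly, the late change minus the early change fell for 2 members, SLC40A1 (-0.94) and ATP1B1 (-0.82), and 25 did not pass (5 fell when adjusted over the list alone). With the block 2 rose and 10 fell. For that difference the list did not pass the list test (camera adjusted p = 0.0709, adjusted p = 0.0217 with the replicate number as a block).
VTN (3.38 ± 0.50), TNC (1.63 ± 0.37) and CDH16 (1.46 ± 0.18) rose and FN1 (-1.29 ± 0.34) fell from 12 to 48 h. Of the 36 cell adhesion genes, 9 rose, 8 fell and 19 did not pass the test (the same when adjusted over the list alone) in that interval. They did not pass the list test (camera adjusted p = 0.920). The median log2 fold change was -0.10, the mean 0.12 and the test pointed down. In the late interval 0 passed edgeR, but 5 rose and 1 fell when adjusted over the list alone, and 9 rose and 3 fell with the block (10 up and 2 down at an unadjusted p under 0.05, 5 up and 1 down in DESeq2). In that interval the list leaned higher than other genes (camera adjusted p = 0.0179, adjusted p = 0.368 with an estimated correlation). For the late minus the early change 1 rose, 2 fell and 33 did not pass the test (4 rose and 3 fell when adjusted over the list alone): CDH2 was higher (0.53) and CDH16 (-1.64) and LAMA1 (-1.26) lower. With the block 7 rose and 5 fell. The difference did not pass the list test (camera adjusted p = 0.266). SLC13A1 lost its edgeR call without OSS 12 h replicate 3 (adjusted p = 0.0631). FN1 lost its edgeR call without OSS 12 h replicate 3 or OSS 48 h replicate 1 or 3 (adjusted p 0.0556 to 0.0749). SLC40A1 lost its edgeR call for the difference with any 1 library left out other than OSS 12 h replicate 2 or OSS 48 h replicate 3 (adjusted p 0.0590 to 0.145). ATP1B1 lost its edgeR call for the difference without OSS 48 h replicate 2 or 3 (adjusted p 0.0525 to 0.0803). CDH16 lost its edgeR call for the difference without OSS 48 h replicate 2 (adjusted p = 0.0539). LAMA1 lost its edgeR call for the difference without OSS 48 h replicate 1 or 2 or OSS 96 h replicate 3 (adjusted p 0.0538 to 0.0883). CDH2 lost its edgeR call for the difference with any 1 library left out other than OSS 12 h replicate 2 (adjusted p 0.0584 to 0.139).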

Numerous pathways relating to ion transport and cell adhesion were selectively activated between 48 and 96 h but not between 12 and 48 h OSS (Figure 2B), suggesting that these represent later stages of differentiation. Moreover, pathways that were selectively de-enriched upon prolonged exposure to OSS were largely associated with kidney disease (e.g., urination disorder, calcinosis, disorder of blood pressure, and inflammation (Figure 2C). 

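LTF, which encodes lactoferrin, rose by 2.34 ± 0.77 on the log2 scale from 12 to 48 h of OSS, and the matrix protease MMP9 fell by 1.30 ± 0.24. In the interval from 48 to 96 h no member of the 23 genes of inflammation and IL-17 signaling passed edgeR, also when adjusted over the list alone (6 up and 1 down at an unadjusted p under 0.05, 0 up and 0 down in DESeq2). LCN2, a siderophore-binding protein raised in kidney injury, lay at 18.0 ± 14.4 and 93.3 ± 73.0 CPM (log2 fold change 2.37, edgeR adjusted p = 0.275, adjusted p = 4.85e-04 with the replicate number as a block). As a list these genes leaned higher at 96 than at 48 h (camera adjusted p = 4.06e-07, adjusted p = 0.454 with an estimated correlation), and 18 rose and 1 fell with the replicate number as a block. From 12 to 48 h 1 rose, 1 fell and 21 did not pass the test (0 rose and 1 fell when adjusted over the list alone), or 12 rose and 2 fell with the block. Over that interval they did not pass the list test (camera adjusted p = 0.337). For the late minus the early change 0 members passed edgeR, also when adjusted over the list alone (0 up and 0 down at an unadjusted p under 0.05, 0 up and 0 down in DESeq2), and 4 rose with the block. The list did not pass the list test (camera adjusted p = 0.180, adjusted p = 0.0406 with the replicate number as a block). The paper's other disease terms and its pathway software were not used here. LTF lost its edgeR call with any 1 library left out other than OSS 48 h replicate 1 (adjusted p 0.0766 to 0.134).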

We interpret this to mean that between 48 and 96 h of exposure to OSS, OK cells differentiation increasingly recapitulates normal PT physiology compared with exposure for <48 h.

**FIGURE 2:**
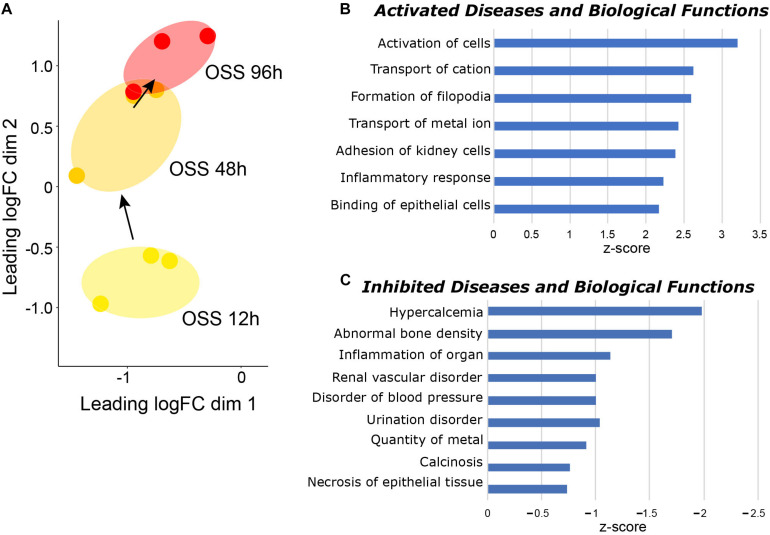
Temporal gene expression changes in cells exposed to OSS. **(A)** MDS visualization of the gene expression profiles using IPA comparison analysis (96 h OSS vs. 48 h OSS and 48 h OSS vs. 12 h OSS). IPA *Diseases and Biological Function* terms that are selectively **(B)** enriched and **(C)** de-enriched at later times (96 h OSS vs. 48 h OSS) compared with early times of OK cell culture under OSS (48 h OSS vs. 12 h OSS) are plotted in order of increasing activation z-score.

### Transcriptional Divergence of Cells Cultured Under OSS vs. Static Conditions

Our prior studies demonstrate that the function, metabolism, and morphology of OK cells cultured under OSS more closely resembles that of PT cells *in vivo* (Long et al., 2017; Ren et al., 2019). To identify gene expression changes that contribute to this enhanced differentiation and assess how these compare with known gene expression profiles of PTs *in vivo*, we first compared the transcriptional profile of cells cultured for 96h under static vs. OSS conditions. 

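After 96 h the largest log2 rises in OSS over Static cells were those of URAD (7.09 ± 0.41), VTN (6.06 ± 0.53), TTR (5.84 ± 0.60) and OTC (4.84 ± 0.39). URAD acts in uric acid breakdown, VTN encodes vitronectin and OTC is an enzyme of the urea cycle. CYP3A5 rose too, but more than 1 tested identifier carries that symbol. The largest falls were those of FAM196B (-8.11 ± 0.60), DHRS9 (-7.34 ± 0.35), ANKRD1 (-6.98 ± 0.29), CA9 (-6.78 ± 0.37) and C8ORF48 (-6.69 ± 0.39). ANKRD1, a YAP target, lay at 0.250 ± 0.111 CPM in OSS and 29.2 ± 6.39 CPM in Static cells. URAD lay at 7.14 ± 1.91 and 0.0511 ± 0.0292 CPM. In edgeR's quasi-likelihood test 3273 genes were higher and 3358 lower in OSS 96 h at an adjusted p under 0.05 (n = 3). With a log2 fold change of at least 2 in size there were 104 higher and 204 lower, or 159 and 383 without an expression filter. At 48 h 3019 genes were higher and 3142 lower in OSS than in Static cells, with URAD (5.20), FGA (4.30) and OTC (3.73) highest and CA9 (-7.75), DHRS9 (-7.42) and TGM2 (-7.09) lowest. At that time 48 genes were higher and 194 lower at the larger size. No omission of 1 library moved these 4 totals by more than 1.5 times.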

A total of 339 genes were differentially expressed in cells cultured under OSS vs. static conditions (104 upregulated, 235 downregulated). A list of these genes and the proteins they encode is shown in Supplementary Table 4.

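SERPINC1 and SERPINA10, which encode protease inhibitors of plasma, rose by 3.87 ± 0.46 and 3.87 ± 0.26 at 96 h of OSS over Static cells. FAM151A and CYP4A11 were higher there by 2.69 and 3.48. S100A4, a calcium-binding protein linked to cell motility, fell by 3.62 ± 0.17. The copy of the paper's gene table used here holds 335 genes, fewer than the paper states. Of the 335, 204 passed the expression filter and all 204 had the sign the table gives. Of these, edgeR's quasi-likelihood test called 203 (adjusted p under 0.05), 201 of them with a log2 fold change of at least 2 in size. Log2 fold changes differed from the table by a median of -0.0109 and by 0.0227 at most. The other 131 genes lay under the filter of more than 1 CPM in at least 6 libraries and were not tested. The table rests on the same libraries, so its genes are not independent evidence.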

Additionally, we employed IPA comparison analysis to identify those pathways differentially altered in cells cultured for 96 h under OSS or under static conditions compared with the starting population at 0 h (Figure 3A). A selected list of canonical pathways that were differentially upregulated in cells cultured under OSS (Figure 3B) or static conditions (Figure 3C) for 96 h vs. 0 h is provided. The full list of *Canonical* and *Diseases and Biological Functions* pathways identified in this analysis is provided in Supplementary Table 5. 

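Glycolysis genes were lower at 96 h in OSS than in Static cells, and genes of gluconeogenesis, fatty acid oxidation and amino acid breakdown were higher. ENO2 (-3.94), PFKP (-3.06), HK1 (-2.80) and TPI1 (-1.85) led the falls in glycolysis. Of the 19 glycolysis genes, 2 rose, 15 fell and 2 did not pass the test (the same when adjusted over the list alone). They leaned lower than other genes (camera adjusted p = 1.55e-16, adjusted p = 0.0540 with an estimated correlation). GPT2 (2.31), FBP2 (1.69) and FBP1 (1.35) led gluconeogenesis, which builds glucose from smaller carbon compounds. Of its 12 genes, 10 rose and 2 did not pass the test (the same when adjusted over the list alone). That list leaned higher than other genes (camera adjusted p = 1.09e-04, adjusted p = 0.111 with an estimated correlation). FABP1 (3.61), ECI2 (0.88) and CPT1A (0.72) rose and ACADL (-1.02) fell in fatty acid oxidation. Of the 22 genes of this list, 14 rose, 2 fell and 6 did not pass the test (the same when adjusted over the list alone). These leaned higher than other genes (camera adjusted p = 0.00432, adjusted p = 0.338 with an estimated correlation). AGXT2 (4.41), UROC1 (3.83) and ACMSD (3.47) rose among enzymes of amino acid breakdown and the urea cycle. Of the 24 such enzymes, 19 rose, 2 fell and 3 did not pass the test (20 rose and 2 fell when adjusted over the list alone). As a list they leaned higher than other genes (camera adjusted p = 2.82e-12, adjusted p = 0.234 with an estimated correlation).
In the TCA cycle, with 17 genes, 11 rose, 1 fell and 5 did not pass the test (12 rose and 2 fell when adjusted over the list alone). DLST (0.87), ACO1 (0.68) and IDH3A (0.65) were among the rises. The cycle leaned higher than other genes (camera adjusted p = 0.00881, adjusted p = 0.230 with an estimated correlation). In oxidative phosphorylation, with 26 genes, 10 rose, 1 fell and 15 did not pass the test (the same when adjusted over the list alone). NDUFV1 (0.67) and NDUFA8 (0.55) rose and NDUFS7 (-0.41) fell. Respiratory chain genes did not pass the list test (camera adjusted p = 0.173). Members were called by edgeR's quasi-likelihood test at an adjusted p under 0.05 (n = 3). NDUFV1 lost its edgeR call without Static 96 h replicate 2 or 3 (adjusted p 0.0706 to 0.0724).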

Nearly all pathways that were exclusively activated by culture under OSS were metabolicaly related. 

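CYR61 (-1.92 ± 0.18), DCHS1 (-1.83 ± 0.26), AXL (-1.26 ± 0.20) and the kinase LATS2 (-0.95 ± 0.07) were lower at 96 h in OSS than in Static cells. CYR61, a secreted matrix protein, and AXL, a receptor kinase, are targets of YAP, and DCHS1 is a protocadherin upstream of the Hippo kinases. Of the 25 genes on the list of the Hippo pathway and its targets, 1 rose, 11 fell and 13 did not pass the test (the same when adjusted over the list alone). The list leaned lower than other genes (camera adjusted p = 0.0161, adjusted p = 0.440 with an estimated correlation). Over Static 0 h, the reference of the paper's pathway analysis, 6 rose, 9 fell and 10 did not pass the test in OSS 96 h and 6 rose, 4 fell and 15 did not pass the test in Static 96 h, and as a list neither passed (camera adjusted p = 0.351 and 0.159). Among the 19 YAP target genes, 2 rose, 12 fell and 5 did not pass the test (the same when adjusted over the list alone), with TGM2 (-5.74 ± 0.62), IGFBP3 (-4.12 ± 0.45) and MYOF (-1.59 ± 0.08) among the falls. YAP targets leaned lower than other genes (camera adjusted p = 2.10e-06, adjusted p = 0.132 with an estimated correlation). In static culture from 0 to 96 h 7 rose, 1 fell and 11 did not pass the test (the same when adjusted over the list alone) of the same 19, with ANKRD1 higher by 4.41 and TGM2 by 3.83. Over that time the targets leaned higher than other genes (camera adjusted p = 0.00542, adjusted p = 0.338 with an estimated correlation). Calls are by edgeR's quasi-likelihood test at an adjusted p under 0.05 (n = 3).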

Of interest, the HIPPO signaling pathway, which controls cell proliferation vs. apoptosis was also identified as a selectively enriched pathway in cells cultured under OSS. Eleven pathways were selectively enriched upon cell culture under static conditions compared with OSS, and many of these were associated with non-renal cells (e.g., catecholamine biosynthesis, serotonin and melatonin biosynthesis, and pathways related to immune responses, nitric oxide production, and cancer.

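NOS2, the inducible nitric oxide synthase, was lower at 96 h in OSS than in Static cells by 3.77 ± 0.64, the serotonin transporter SLC6A4 by 3.41 ± 0.38 and DBH, which makes noradrenaline, by 1.86 ± 0.47. DDC, which makes dopamine and serotonin, was higher by 3.38 ± 0.29 and the dopamine transporter SLC6A3 by 2.17 ± 0.23. Of the 11 genes of catecholamine, serotonin and nitric oxide synthesis, 4 rose, 6 fell and 1 did not pass the test (the same when adjusted over the list alone). They did not pass the list test (camera adjusted p = 0.920). From 0 to 96 h in static culture 6 rose, 3 fell and 2 did not pass the test (the same when adjusted over the list alone), with TPH1 of serotonin synthesis higher by 2.35 and DDC lower (-1.97). Over that course the list did not pass the list test (camera adjusted p = 0.215).
Genes of inflammation were lower in OSS. PTGES (-4.13 ± 0.30), PTX3 (-2.93 ± 0.41), C1R (-2.80 ± 0.31) and CSF3 (-2.42 ± 0.30) were among the falls at 96 h. PTGES makes prostaglandin E2 and CSF3 is a cytokine for neutrophils. Of the 23 inflammation and IL-17 genes, 1 rose, 16 fell and 6 did not pass the test (1 rose and 17 fell when adjusted over the list alone). That list leaned lower than other genes (camera adjusted p = 2.29e-05, adjusted p = 0.393 with an estimated correlation). From 0 to 96 h in static culture 20 rose and 3 did not pass the test (21 rose and 1 fell when adjusted over the list alone), with LBP (7.53), CSF3 (4.87), NOS2 (4.67) and VCAM1 (3.46) among the rises. Over time it leaned higher than other genes (camera adjusted p = 1.10e-07, adjusted p = 0.403 with an estimated correlation). In OSS cells at 96 h over Static 0 h, 12 rose, 1 fell and 10 did not pass the test (13 rose and 1 fell when adjusted over the list alone), so the list was higher than at 0 h under both conditions. In OSS it leaned higher than other genes (camera adjusted p = 0.0166, adjusted p = 0.699 with an estimated correlation). Calls are by edgeR's quasi-likelihood test at an adjusted p under 0.05 (n = 3). DBH lost its edgeR call without OSS 96 h replicate 2 (adjusted p = 0.0540).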

**FIGURE 3:**
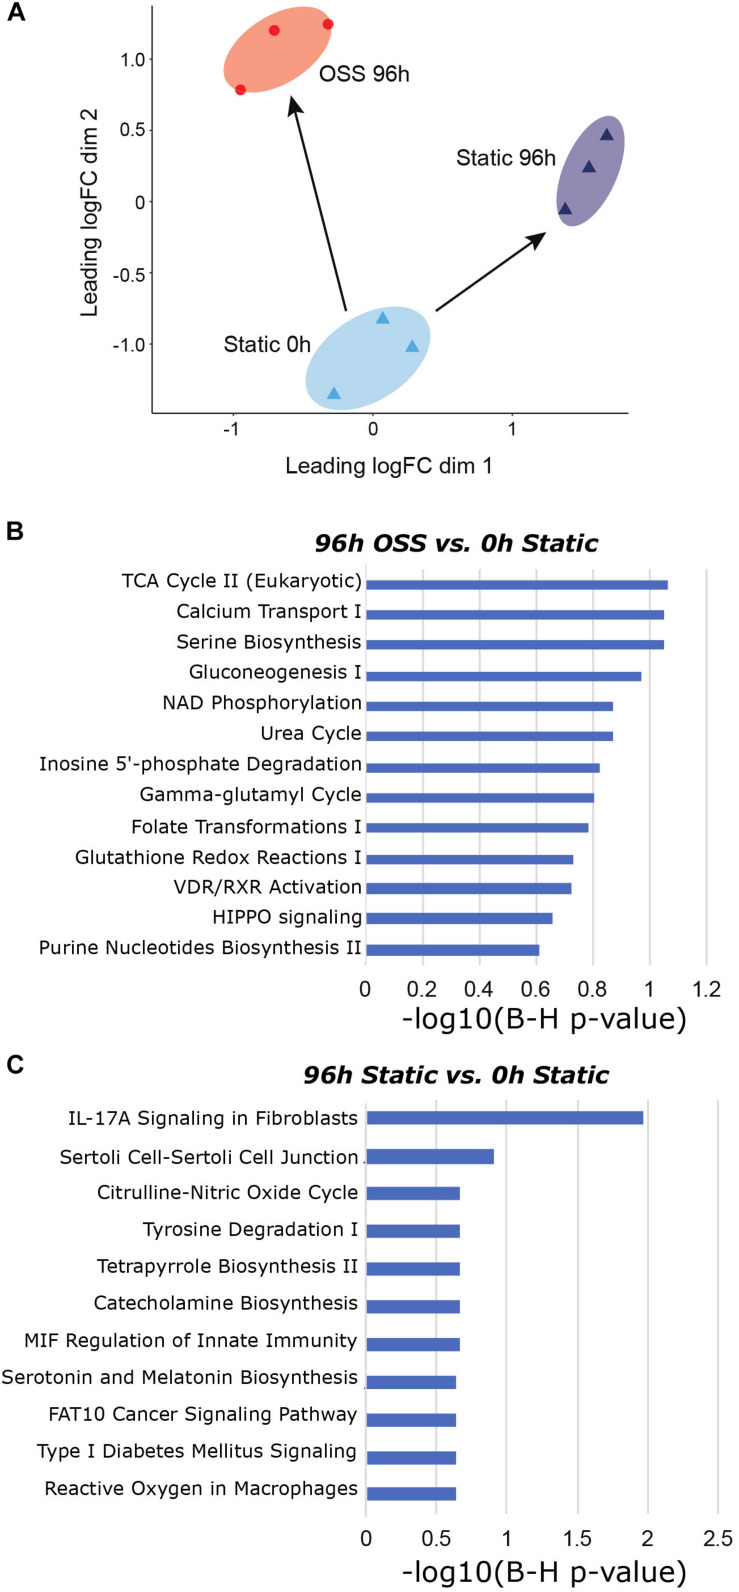
Gene expression changes between OSS and static at 96h in reference to 0h static. **(A)** MDS visualization of the gene expression profiles analyzed using IPA comparison analysis (96 h OSS vs. 0 h Static and 96 h Static vs. 0 h Static). **(B)** IPA analysis results using *Canonical Pathway* terms enriched in 96 h OSS vs. 0 h Static. **(C)** IPA analysis results against *Canonical Pathway* terms enriched in 96 h Static vs. 0 h Static. [*P*-value = −log 10(B-H *P*-value)].

### Culture Under OSS Enhances the PT-Specific Transcriptional Profile of OK Cells

Based on our functional and morphological studies, we predicted that the transcriptional profile of cells cultured for 96h under OSS would more closely resemble that of PT segments *in vivo*. To this end, we compared our data with deep sequencing data obtained from microdissected rat nephron segments for the genes that were highly expressed in any of the segments, including S1, S2, and S3 (Lee et al., 2015). 

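Proximal tubule genes were mostly higher at 96 h in OSS than in Static cells. FABP1 rose from 21.0 ± 9.54 to 259 ± 33.8 CPM, MME (neprilysin) by 3.11 ± 0.15, SLC22A6 by 2.74 ± 0.16 and MIOX, which opens the ring of inositol, by 2.71 ± 0.19. Of 39 proximal tubule genes, 27 rose, 4 fell and 8 did not pass the test (28 rose and 4 fell when adjusted over the list alone). The list leaned higher than other genes (camera adjusted p = 9.35e-10, adjusted p = 0.112 with an estimated correlation). Genes of other nephron segments went both ways. SLC12A1 (2.84 ± 0.21), the transporter of the loop of Henle, and the water channel AQP3 (1.62 ± 0.21) rose, and GATA3 (-1.21 ± 0.37) and the sodium channel subunit SCNN1A (-1.03 ± 0.30) fell. Of the 11 genes of the loop of Henle and distal nephron, 4 rose, 2 fell and 5 did not pass the test (the same when adjusted over the list alone). They did not pass the list test (camera adjusted p = 0.0519, adjusted p = 0.00731 with the replicate number as a block). PODXL (-1.10 ± 0.15) and CD2AP (-1.04 ± 0.07) fell among podocyte genes. Of the 6 genes of podocytes and glomeruli, 1 rose, 2 fell and 3 did not pass the test (2 rose and 2 fell when adjusted over the list alone), and 2 rose and 3 fell with the replicate number as a block. This short list did not pass the list test (camera adjusted p = 0.488). Calls are by edgeR's quasi-likelihood test at an adjusted p under 0.05 (n = 3), and the rat tubule segment data that the paper compares with were not used here. GATA3 lost its edgeR call without Static 96 h replicate 2 or 3 or OSS 96 h replicate 2 (adjusted p 0.0566 to 0.0996). SCNN1A lost its edgeR call without Static 96 h replicate 2 or 3 or OSS 96 h replicate 3 (adjusted p 0.0573 to 0.0784).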

T-distributed Stochastic Neighbor Embedding analysis of the data reveals that the 96 h OSS gene expression profile is consistently closer to S1, S2, and S3 than the 96 h static profile (Figure 4). The 96 h OSS data was roughly equidistant from all three PT segments, suggesting that these cells do not especially resemble S1, S2, or S3 segments but represent a more generic model of PT function.

**FIGURE 4:**
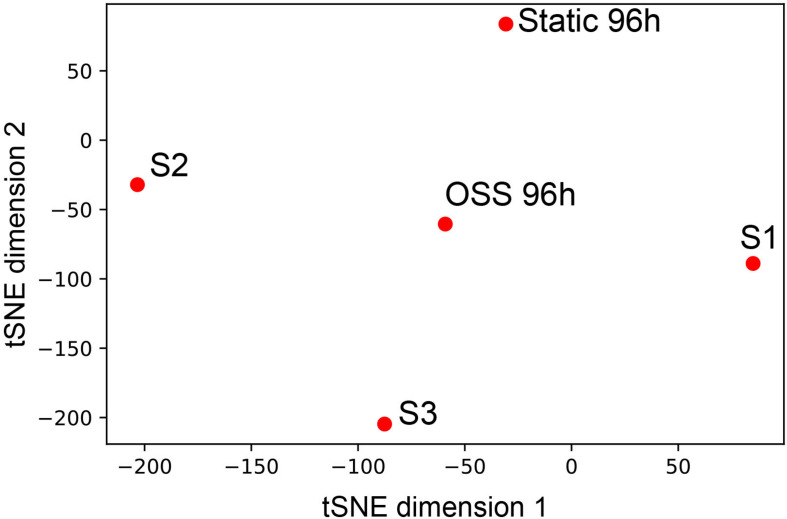
Similarity of 96 h OSS and 96 h Static to gene expression in microdissected rat nephron segments. tSNE visualization of 96 h OSS and 96 h Static and S1, S2, and S3 rat PT cells from Lee et al. (2015) based on expression information of the genes highly expressed in human and rat nephron segments (see section “Materials and Methods”).

### Oxygen Availability and Mechanosensation Differentially Drive OSS-Induced OK Cell Differentiation

We previously showed that both metabolic changes resulting from increased exposure to O_2_ and mechanosensitive cues contribute to the enhanced differentiation of cells treated for 96 h under OSS (Ren et al., 2019). Whereas changes in metabolic pathways were readily identified, mechanosensitive changes in PT transcription have not been extensively studied. Transcriptional changes upon exposing immortalized mouse PT epithelial cells (PTECs) for 6h to OSS using a cone-plate device were recently reported (Kunnen et al., 2018). That study identified the TGF-β, MAPK/ERK, and Wnt signaling pathways as core pathways upregulated upon exposure to OSS, with changes in the transcription of genes involved in cell–matrix interactions, cytoskeletal dynamics, glycolysis, and cholesterol metabolism. Because the cone-plate apparatus used to generate shear stress in that study limits O_2_ access to the plated cells, we reasoned that the identified genes and pathways would be skewed to reflect targets of mechanical stimulation (as opposed to changes in oxygenation). We therefore used their list of genes/pathways as templates to gauge the profile of mechanosensitive transcription in our cells (see section “Materials and Methods”). Figure 5 shows the temporal changes in the top 10% of genes within the TGF-β (Figure 5A), Wnt (Figure 5B), and MAPK/ERK (Figure 5C) pathways. Changes in genes related to cellular matrix, cholesterol metabolism and the cytoskeleton are provided in Supplementary Figure 1. As expected, we found a striking divergence in expression profiles of cells exposed to OSS vs. those maintained under static conditions. 

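LTBP1 (-2.61 ± 0.36), BMP2 (-2.33 ± 0.19), THBS1 (-1.73 ± 0.23) and INHBB (-1.38 ± 0.21) were lower at 96 h in OSS than in Static cells. LTBP1 stores latent TGF-beta in the matrix and THBS1 activates it. Of the 36 TGF-beta pathway genes, 3 rose, 22 fell and 11 did not pass the test (the same when adjusted over the list alone). They leaned lower than other genes (camera adjusted p = 0.00455, adjusted p = 0.368 with an estimated correlation). In the Wnt pathway SFRP2, a secreted inhibitor, fell by 2.79 ± 0.27, and the receptor FZD5 (2.20 ± 0.32) and the inhibitor DKK1 (1.44 ± 0.23) rose. Of its 44 genes, 14 rose, 10 fell and 20 did not pass the test (15 rose and 11 fell when adjusted over the list alone). Wnt genes did not pass the list test (camera adjusted p = 0.553). The phosphatase DUSP9 fell by 3.10 ± 0.29 in the MAPK/ERK pathway, and FGF1 (2.06 ± 0.21) and KIT (1.89 ± 0.13) rose. Of 48 MAPK/ERK genes, 14 rose, 16 fell and 18 did not pass the test (the same when adjusted over the list alone). This pathway did not pass the list test (camera adjusted p = 0.541). Calls are by edgeR's quasi-likelihood test at an adjusted p under 0.05 (n = 3). The paper offers the idea that mechanical stimuli start early transcript changes that add to the differentiation of these cells.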

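LBP (7.53 ± 1.26) and CHI3L2 (7.44 ± 1.67) had the largest log2 rises from 0 to 96 h of static culture. LBP binds bacterial lipopolysaccharide and CHI3L2 is a chitinase-like protein. LPO rose too, by 6.63 ± 1.93. SPINK6 (-3.77 ± 0.35), CCDC89 (-3.71 ± 0.26), DACT2 (-3.34 ± 0.43), FN1 (-2.91 ± 0.40) and KDR (-2.91 ± 0.41) had the largest falls. In edgeR's quasi-likelihood test 2614 genes rose and 2492 fell over 96 h of static culture (adjusted p under 0.05, n = 3), and 202 and 46 of them had a log2 fold change of at least 2 in size. Without scaling factors 1755 rose and 3945 fell, and the median log2 fold change of all genes moved to -0.15. The paper speaks of the top genes of 3 pathways, and these counts cover all tested genes. LPO lost its edgeR call without Static 96 h replicate 3 (adjusted p = 0.0506).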

More genes were upregulated (compared to *t* = 0h) upon continued culture under static conditions compared with transfer to OSS. 

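DKK1 rose already by 12 h of OSS, by 1.46 ± 0.30 over Static 0 h, and by 1.72 ± 0.25 at 48 h. The growth factor FGF1 rose by 0.72 ± 0.17 at 12 h and 2.19 ± 0.22 at 48 h. FZD5 passed at 48 h (1.32 ± 0.37) and not at 12 h (1.02, edgeR adjusted p = 0.0632, adjusted p = 3.69e-04 with the replicate number as a block). LTBP1 fell by 2.01 ± 0.36 at 12 h, and LTBP2, a related matrix protein, by 2.73 ± 0.33 at 48 h. In the Wnt list 2 rose, 3 fell and 39 did not pass the test (8 rose and 6 fell when adjusted over the list alone) at 12 h, and 11 rose, 10 fell and 23 did not pass the test (the same when adjusted over the list alone) at 48 h. With the replicate number as a block 12 rose and 8 fell at 12 h. In the TGF-beta list 1 rose, 4 fell and 31 did not pass the test (1 rose and 5 fell when adjusted over the list alone) at 12 h, and 1 rose, 11 fell and 24 did not pass the test (1 rose and 10 fell when adjusted over the list alone) at 48 h. With the block 6 rose and 7 fell at 12 h and 4 rose and 15 fell at 48 h. In the MAPK/ERK list 2 rose, 7 fell and 39 did not pass the test (the same when adjusted over the list alone) at 12 h, and 8 rose, 11 fell and 29 did not pass the test (9 rose and 11 fell when adjusted over the list alone) at 48 h, or 6 rose and 13 fell at 12 h with the block. At 48 h the TGF-beta list leaned lower than other genes (camera adjusted p = 0.0387, adjusted p = 0.346 with an estimated correlation). The other 5 list tests did not pass: camera adjusted p = 0.899 and 0.789 for Wnt, 0.297 for TGF-beta at 12 h, and 0.302 and 0.313 for MAPK/ERK. The Wnt list's median at 48 h was 0.01, its mean 0.02 and its test pointed downward, and its medians at 12 and 48 h fell below 0 without scaling factors. A difference in timing between genes was not tested here. DKK1 lost its edgeR call at 12 h with any 1 library left out other than Static 0 h replicate 1 or OSS 12 h replicate 3 (adjusted p 0.0527 to 0.0989). FGF1 lost its edgeR call at 12 h with any 1 library left out other than Static 0 h replicate 3 (adjusted p 0.0556 to 0.113). LTBP1 lost its edgeR call at 12 h without OSS 12 h replicate 1 or 2 (adjusted p 0.0673 to 0.0680). FZD5 lost its edgeR call at 48 h without OSS 48 h replicate 1 (adjusted p = 0.0527).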

Increased expression of a smaller set of genes was selectively observed upon exposure to OSS, and the time course of activation was also variable for different genes. Overall, these data are consistent with the idea that mechanosensitive stimuli trigger rapid changes in gene transcription that contribute to the enhanced differentiation of our PT cells.

**FIGURE 5:**
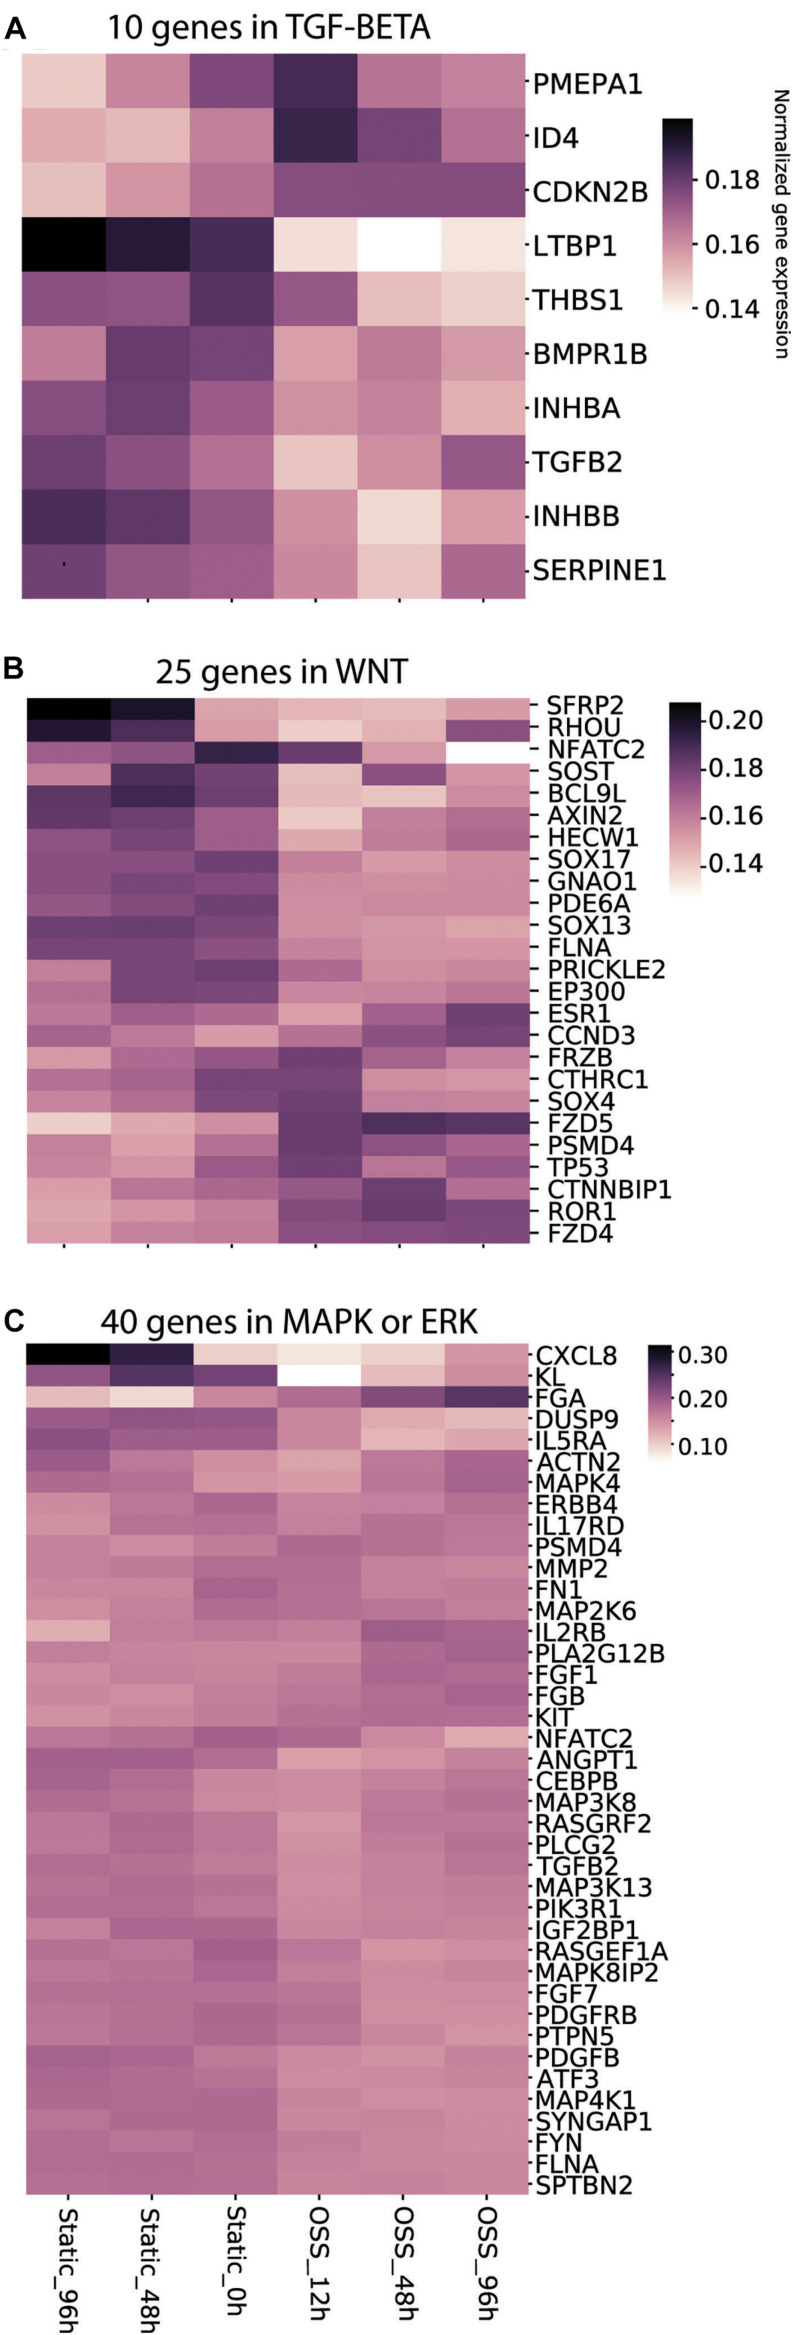
Culture-dependent temporal gene expression changes in mechanosensitive signaling pathways. Heat maps of the gene expression profile of gene sets defined using keywords **(A)** TGF-β, **(B)** Wnt, and **(C)** MAPK/ERK are plotted for cells incubated for 96, 48, and 0 h under Static conditions or 12, 48, and 96 h under OSS.

### Membrane Trafficking Protein Transcripts Upregulated in OK Cells Exposed to OSS

To identify proteins that make up and regulate the elaborate apical endocytic pathway of fully differentiated PT cells, we compared RNA transcript expression levels of a curated list based on the Dharmacon-Thermo Fisher Scientific membrane trafficking siRNA library (Wen et al., 2014). 

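CLTC, the clathrin heavy chain, averaged 18372 counts in Static 96 h and 36530.3 in OSS 96 h, and CAV1, the scaffold of caveolae, 6747 counts in Static 96 h and 9325 in OSS 96 h. RAB11A and RAB8A, small GTPases of recycling and apical delivery, averaged 5646 counts in Static 96 h and 7192 in OSS 96 h and 4757 counts in Static 96 h and 7971 in OSS 96 h. The list used here held 141 membrane trafficking genes, and 132 of them averaged more than 100 counts over the 6 libraries of 96 h. The paper's own list was not given in the sources used here, so the membership is not the same. Mean library totals were 64442301 counts in OSS 96 h and 56623600 in Static 96 h, a ratio of 1.14.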

Of the 140 genes on that list, 98 were expressed with an average count of >100 in OK cells. Figure 6A shows the relative expression in cells cultured for 96 h under OSS (red line) vs. static conditions (blue bars). Strikingly, nearly all of the genes were expressed at higher levels in cells cultured under OSS. 

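In raw counts 102 of the 132 genes (77.3%) had a higher mean in OSS 96 h than in Static 96 h, with a median ratio of 1.22. Scaled to library totals (CPM) 86 of the 132 (65.2%) were higher, and with TMM scaling 74 (56.1%), with a median ratio of 1.02. Over all 11870 genes with such counts 70.2% were higher in raw counts, 56.5% in CPM and 51.0% with TMM. SNX5 (0.90 ± 0.06), a sorting nexin, and EHD1 (0.85 ± 0.05), a recycling ATPase, were higher in OSS. CAVIN1 (-1.64 ± 0.07) of caveolae, FLOT1 (-1.51 ± 0.16), a flotillin of lipid rafts, and RABEP1 (-1.01 ± 0.14), a RAB5 effector, were lower. At an adjusted p under 0.05 in edgeR's quasi-likelihood test 35 rose, 28 fell and 69 did not pass the test (the same when adjusted over the list alone) with n = 3. The list did not pass the list test (camera adjusted p = 0.787). The median log2 fold change was 0.03, the mean -0.00273 and the test pointed up. The CPM count of 86 ranged from 81 to 91 when 1 library was left out, and the raw count reached 118 without OSS 96 h replicate 1.

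**Figure D2:**
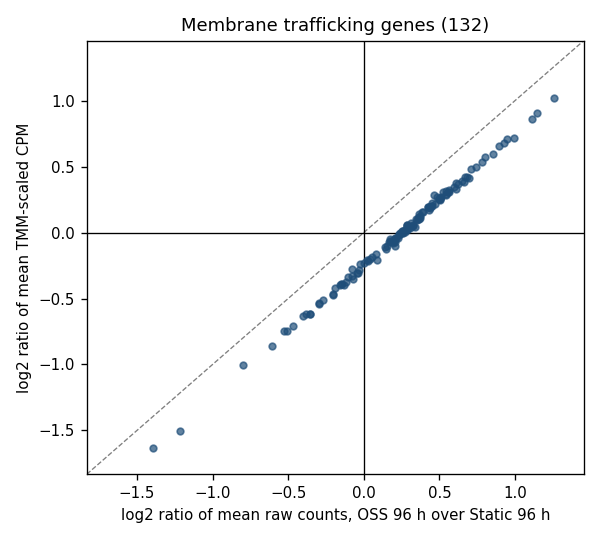
Mean of OSS 96 h over mean of Static 96 h (log2) for each of the 132 membrane trafficking genes, in raw counts and in TMM-scaled CPM (3 libraries per condition). Points to the right of 0 or above 0 were higher in OSS. The dashed line marks equal values.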

Among the most dramatic differences in expression was an increase in Dab2, the adaptor protein that mediates megalin and cubilin endocytosis. 

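DAB2 (ENSMODG00000020308) lay at 372 ± 30.8 CPM in OSS 96 h and 184 ± 18.9 CPM in Static 96 h (n = 3), a log2 fold change of 1.01 (standard error 0.10, edgeR adjusted p = 2.09e-04). It had the largest rise among the 132 trafficking genes. From 12 to 48 h of OSS DAB2 rose from 141 ± 19.0 to 334 ± 53.2 CPM, by 1.25 ± 0.13. Static cells held 132 ± 9.96 CPM at 0 h and 273 ± 108 CPM at 48 h.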

To assess whether transcriptomic changes correlate with alterations in protein levels we western blotted equivalent amounts of cell lysates with antibodies against Dab2, Dynamin-2 (encoded by *DNM2*), and Rab11a (Figures 6B,C). Whereas Dab2 and Rab11a protein levels appeared slightly increased, reduced levels of dynamin-2 tended to be reduced in cells cultured under OSS. We also blotted lysates to detect caveolin-1 (encoded by *CAV1*), a component of caveolae known to be expressed in PT cells in culture but absent from PT *in vivo* (Zhuang et al., 2011). 

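CAV1 (ENSMODG00000015826) lay at 157 ± 49.9 CPM in OSS 96 h and 128 ± 32.5 CPM in Static 96 h, a log2 fold change of 0.29 ± 0.27 that did not pass edgeR's quasi-likelihood test (adjusted p = 0.405, adjusted p = 0.00402 with the replicate number as a block, n = 3). From 0 h on it fell under both conditions, from 454 ± 55.4 CPM to the 96 h levels, by 1.82 ± 0.27 in static culture and 1.53 ± 0.27 under OSS. Protein levels were not analysed here.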

Whereas *CAV1* transcripts were increased in cells cultured under OSS, caveolin-1 protein levels were considerably lower in these cells compared with cells maintained under static conditions (Figures 6B,C).

**FIGURE 6:**
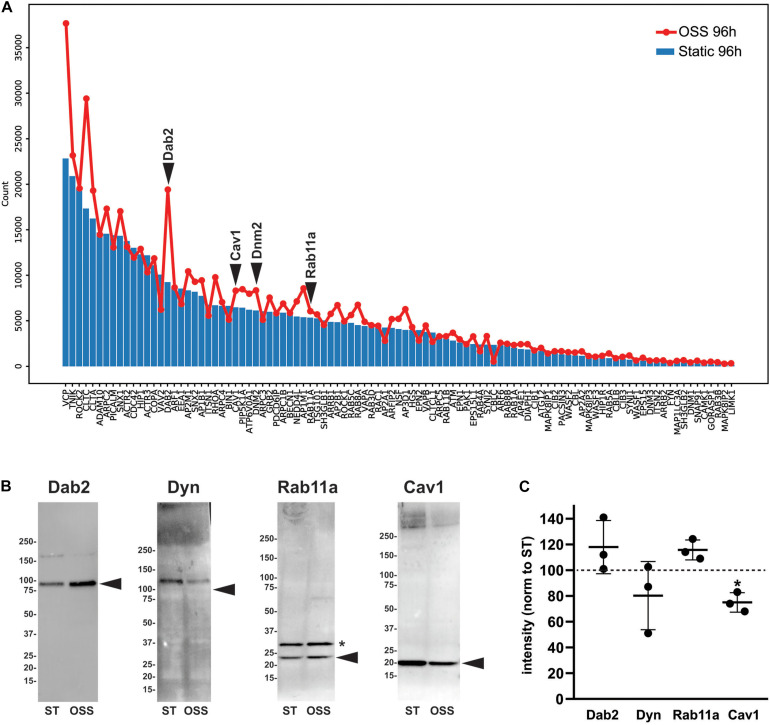
Transcript and protein levels of endocytic traffic proteins in cells cultured under static or OSS conditions. **(A)** RNA transcript expression (average raw reads) of the genes involved in endocytic traffic in cells cultured for 96 h under static (blue bars) or OSS (red line) conditions is plotted in descending order of expression. **(B)** Equivalent amounts of lysates from cells cultured for 96h under static (ST) or OSS conditions were blotted with antibodies against Dab2, Dynamin-2 (Dyn), Rab11a, and Caveolin1 (Cav1). The migration of molecular mass markers is shown on the left, and the arrowheads denote the predicted molecular mass of each protein. The asterisk denotes a band also observed in representative blots by the supplier that is presumed to represent a post-translational modification of Rab11a. **(C)** Band intensities in western blots were quantified and values for 96h OSS (black circles) were normalized to 96 h Static for each protein above (dashed line). Individual values and the mean ± SD of three independent experiments are plotted. *P = 0.029 vs. 96 h Static by one sample *t*-test.

## Discussion

Dissecting the PT-specific injury and repair mechanisms using *in vivo* models is challenging because of the multiple cell types that inhabit the kidney and difficulties accessing post-glomerular kidney segments. The availability of a well-characterized, optimally differentiated cell culture model that recapitulates PT function and gene expression is thus of paramount importance to complement whole animal studies Our comparative transcriptional analysis here was directed toward addressing the following questions: What pathways are turned on/off upon progressive culture under OSS or static conditions? Are cells cultured under OSS transcriptionally more representative of the PT *in vivo*? Which transcriptional pathways are triggered by mechanosensitive cues vs. improved oxygenation in our culture model? And, can we identify transcriptional changes in membrane trafficking proteins that underlie the enhanced apical endocytic capacity of cells cultured under OSS?

Using standard cutoff criteria, we found no genes whose expression was significantly upregulated upon shifting cells to OSS for 12 h, whereas expression of 41 genes was downregulated. These genes were components of pathways related to cell survival, differentiation, transport, protein trafficking, and metabolism. Upon longer incubation at OSS, pathway analysis revealed selective engagement of pathways consistent with reduced migration, enhanced cell adhesion, and establishment of apical and basolateral polarized domains necessary for proper differentiation of the PT. By contrast, pathways associated with kidney disease were selectively de-enriched upon prolonged exposure to OSS, suggesting that cells cultured under OSS increasingly resemble normally functioning PT cells. Consistent with this, tSNE comparison of our data with the gene expression profile of deep-sequenced rat nephron segments confirmed that OK cells cultured under OSS more closely resembled *in vivo* PTs compared with cells maintained under static conditions.

Our OSS culture condition increases both oxygen availability and mechanical stimulation of our PT cells. We and others have previously demonstrated dramatic changes in metabolism and metabolic enzyme transcription when cells are cultured on rotating or rocking platforms (Cole et al., 1986; Sahai et al., 1989; Gstraunthaler et al., 1999; Ren et al., 2019). For example, consistent with loss of hypoxic stimuli under OSS, our initial list of significantly downregulated transcripts in cells cultured under OSS for 12 h includes adrenomedullin, a peptide that suppresses EMT in hypoxic PT cells (Zhu et al., 2015). However, we also found that spatial changes in endocytic capacity and Na^+^/K^+^-ATPase expression conform to the profile of shear stress experienced by cells at increasing distances from the center of rotation (Ren et al., 2019). Similarly, it is likely that transcriptional changes vary along the radius of the transwell, although we were unable to test this directly. It is also possible that exposure to linear flow as experienced *in vivo* rather than the rotational flow used here might further improve differentiation of this cell culture model.

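Genes induced by hypoxia were lower at 12 h of OSS than in Static 0 h. At 48 and 96 h of OSS they were lower than in Static cells of the same time. Without a static library at 12 h, the fall at 12 h holds both OSS and 12 h more in culture. At 12 h ANKRD37 (-2.96 ± 0.69), ERO1A (-2.07 ± 0.22) and BNIP3L (-1.94 ± 0.15) fell beside CA9 and ADM. ERO1A forms disulfide bonds in secreted proteins and BNIP3L acts in the removal of mitochondria. Of the 28 hypoxia and HIF target genes, 19 fell and 9 did not pass the test (21 fell when adjusted over the list alone), by edgeR's quasi-likelihood test at an adjusted p under 0.05 (n = 3). As a list they leaned lower than other genes (camera adjusted p = 8.74e-30, adjusted p = 0.115 with an estimated correlation). At 96 h ADM (-5.33 ± 0.12), STC1 (-3.77 ± 0.21) and ERO1A (-3.35 ± 0.19) were lower in OSS than in Static cells. At that time 26 fell and 2 did not pass the test (1 rose and 26 fell when adjusted over the list alone). The list leaned lower than other genes (camera adjusted p = 3.99e-45, adjusted p = 0.0425 with an estimated correlation). At 48 h 24 fell and 4 did not pass the test (the same when adjusted over the list alone), again lower than in Static cells. These genes leaned lower than other genes (camera adjusted p = 9.82e-27, adjusted p = 0.0425 with an estimated correlation). In static culture from 0 to 96 h STC1 (3.40 ± 0.39), ERO1A (1.70 ± 0.26) and VEGFA (1.55 ± 0.15) rose, and 19 rose, 1 fell and 8 did not pass the test (20 rose and 1 fell when adjusted over the list alone) of the list. In static culture the list leaned higher than other genes (camera adjusted p = 4.40e-09, adjusted p = 0.115 with an estimated correlation). The paper states that OSS raises both oxygen access and mechanical stimulation. It describes the presence of ADM among the 12 h falls as fitting a loss of hypoxic stimuli. Oxygen was not measured in these data. When the list was written, the paper's tables of genes that differ at 12 and 96 h had been seen. Both hold CA9, ADM, ERO1A and ANKRD37, so the list tests at 12 and 96 h are no independent evidence. ANKRD37 lost its edgeR call with any 1 library left out other than Static 0 h replicate 3 (adjusted p 0.0519 to 0.0975).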

Because there is a significant intersection between mechanosensitive and metabolically-activated pathways (Niu et al., 2019), we attempted to differentiate the temporal changes in transcription resulting from mechanosensitive cues vs. oxygenation by analyzing our data against a curated set of genes and pathways altered when renal PT cells were exposed to shear stress using a cone-plate device (Kunnen et al., 2018). Unlike our culture model, cells rotated under this device are not expected to experience dramatically improved oxygen availability (Malek et al., 1993). Querying these pathways, we found a striking divergence in transcript profiles of cells exposed to OSS vs. those maintained under static conditions. These changes included components of the Wnt/β-catenin, TGF-β, and MAP/ERK signaling pathways, which have previously been shown to regulate mechanosensitive signaling in numerous cells and organ systems, including the lymphatic vasculature, kidney, and chondrocytes. (Cha et al., 2016; Szeto et al., 2016; Subramanian et al., 2017). We also observed rapid and sustained decreases in transcripts encoding integrin α9 (ITGA9) and lysyl oxidase like 2 (LOXL2), proteins involved in modulating extracellular matrix components. Such changes may contribute to the differences in migratory/adhesive behavior between cells cultured under OSS vs. static conditions suggested by our pathway analysis. In addition to corroborating the involvement of signaling pathways previously identified as mechanosensitive responses to shear stress, our data also provides temporal information about the sequence of activation. For example, while TP53, CTNNBIP1, and ESR1 in the WNT pathway all show marked expression increases under shear stress, maximal TP53 expression is observed at 12 h, CTNNBIP at 48 h, and ESR1 at 96 h.

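ITGA9 lay at 5.70 ± 0.457 CPM in Static 0 h and 3.31 ± 0.859 CPM in OSS 12 h, a log2 fold change of -0.76 ± 0.21 (edgeR adjusted p = 0.0532). It was lower than at 0 h after 48 h (1.97 ± 0.143 CPM, -1.53 ± 0.25) and 96 h of OSS (2.29 ± 0.519 CPM, -1.32 ± 0.24). LOXL2 lay at 2.43 ± 1.44 CPM in Static 0 h and 0.908 ± 0.487 CPM in OSS 12 h, a log2 fold change of -1.38 ± 0.51 (edgeR adjusted p = 0.113). At 48 h of OSS it was lower than at 0 h by 1.31 ± 0.43 (adjusted p = 0.0237 in edgeR), and at 96 h its change of -1.11 ± 0.43 did not pass (adjusted p = 0.0500). Static cells at 96 h held 7.30 ± 2.50 CPM of ITGA9 and 8.59 ± 1.05 CPM of LOXL2. Against those cells OSS 96 h was lower by 1.68 ± 0.29 and 2.92 ± 0.18 (edgeR adjusted p = 0.00255 and 5.35e-05, n = 3). With the replicate number as a block, edgeR also called ITGA9 and LOXL2 at 12 h (adjusted p = 0.00542 and 3.99e-04) and LOXL2 at 96 h against 0 h (adjusted p = 0.0271). LOXL2 lost its edgeR call at 48 h without Static 0 h replicate 2 or OSS 48 h replicate 1 or 2 (adjusted p 0.0797 to 0.195).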

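CTNNBIP1, which keeps beta-catenin from its partner TCF, had its highest OSS mean at 48 h (35.8 ± 5.96 CPM) and was then higher than at 0 h by 0.91 ± 0.16. By 96 h it fell to 18.1 ± 1.93 CPM, by 0.99 ± 0.16. ESR1, an estrogen receptor, had its highest OSS mean at 96 h (10.8 ± 1.94 CPM) and was then higher than at 0 h by 1.15 ± 0.16. At 96 h CTNNBIP1 and ESR1 were higher in OSS than in Static cells (edgeR adjusted p = 0.00447 and 0.00369 by its quasi-likelihood test, n = 3). The time of each highest OSS mean was the same under every scaling and with 1 library left out. CTNNBIP1 lost its edgeR call from 48 to 96 h with any 1 of the 6 libraries left out (adjusted p 0.0830 to 0.152).

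**Figure D3:**
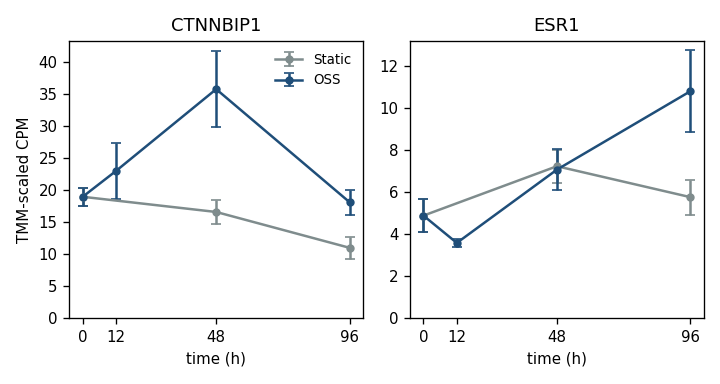
CTNNBIP1 and ESR1 over time (TMM-scaled CPM). Points are means of 3 libraries with standard deviations, and OSS courses start from Static 0 h.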

Identifying the protein machinery that modulates membrane density of apical receptors and ion transporters is critical for understanding how PT function is regulated, yet the components and compartments that comprise the PT endocytic trafficking pathway remain poorly annotated. Our comparative study identified several proteins associated with the endocytic pathways whose expression is transcriptionally altered upon exposure of cells to OSS for 96 h. Among the most striking difference in expression was an increase in Dab2, the adaptor protein that mediates megalin and cubilin endocytosis. Transcripts for other proteins implicated in receptor-mediated endocytosis and degradation were also apparently increased, including clathrin heavy chain (CLTC), adaptor protein complex 2 beta subunit (AP2B), CALM (PICALM), a phosphatidylinositol binding protein involved in clathrin assembly, phosphatidylinositol 5-kinase (PIP5K1A), Rab11a, and Rab8a, the ubiquitin ligase NEDD4 (NEDD4L), and the vacuolar ATPase V0 subunit A1 (ATP6V0A1). 

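CLTC rose by 0.71 ± 0.08 at 96 h in OSS over Static cells, RAB8A by 0.49 ± 0.09, the adaptor subunit AP2B1 by 0.39 ± 0.06, the lipid kinase PIP5K1A by 0.32 ± 0.09 and the proton pump subunit ATP6V0A1 by 0.28 ± 0.06. Their adjusted p in edgeR's quasi-likelihood test were 4.78e-04, 0.00336, 0.00172, 0.0216 and 0.00552 (n = 3). RAB11A (0.09 ± 0.05, adjusted p = 0.197) and NEDD4L (0.30 ± 0.12, adjusted p = 0.0660, adjusted p = 0.00114 with the replicate number as a block) did not pass edgeR. PICALM was lower in OSS, by 0.20 ± 0.05 (edgeR adjusted p = 0.0132), a call lost without scaling factors, and its OSS to Static ratio of raw counts was 1.03. PIP5K1A lost its edgeR call with any 1 library left out other than Static 96 h replicate 1 or OSS 96 h replicate 3 (adjusted p 0.0514 to 0.0746). PICALM lost its edgeR call without Static 96 h replicate 2 or OSS 96 h replicate 2 (adjusted p 0.0506 to 0.0547).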

Western blotting for Dab2 and Rab11a confirmed an increase in protein levels, consistent with the dramatic increase in endocytic membrane flux in cells cultured under OSS (Long et al., 2017). However, despite increased message levels, we found reduced levels of caveolin-1 (CAV1) in cells cultured under OSS.

In summary, our analysis of this dataset confirms that the transcriptional profile of OK cells cultured under continuous OSS more closely resembles that of PTs *in vivo* compared with the standard approach of maintaining cells under static conditions. While mRNA abundance generally correlates well with protein levels at steady state (Lee et al., 2015; Bludau and Aebersold, 2020; Limbutara et al., 2020), our data almost certainly underestimate the changes in cellular protein expression that result from cell culture under OSS, as myriad post-transcriptional regulatory pathways also impact protein abundance. Whether the differentiation pathways engaged by OK cells cultured under OSS cells mimic that of embryonic PT cells *in vivo* as the nephron segment matures remains to be resolved. It is also interesting to speculate that our cells may recapitulate differentiation pathways used by PTs undergoing repair after AKI, when tubular flow is reinitiated and O_2_ availability is improved. In particular, OK cells cultured under OSS provide some advantages over organoid cultures as a promising model system for pharmacologic and genomic screens to identify targets that enhance PT function.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE155315.

## Author Contributions

QR, MG, YR, and KL performed experiments. ZF, YB, QR, MG, NR, AP, JL, HP, and OW analyzed data. HP and OW designed the studies and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found at: https://www.frontiersin.org/articles/10.3389/fphys.2020.587358/full#supplementary-material and on FigShare at: https://figshare.com/s/34052adaa7af8ec8b67b

Supplementary Figure 1 Temporal gene expression changes in cytoskeleton-, matrix-, and cholesterol-related genes. Heat maps of the gene expression profile of gene sets defined using keywords **(A)** Cytoskeleton, **(B)** Cellular Matrix and **(C)** Cholesterol are plotted for cells incubated for 96, 48, and 0 h under Static conditions or 12, 48, and 96 h under OSS.

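FLNA (-2.31 ± 0.08), MYL9 (-1.45 ± 0.06), VIM (-1.24 ± 0.22) and ACTG1 (-1.09 ± 0.07) were lower at 96 h in OSS than in Static cells. FLNA crosslinks actin, MYL9 is a myosin light chain and VIM encodes vimentin. Of 33 genes of the actin cytoskeleton, 2 rose, 14 fell and 17 did not pass the test (2 rose and 16 fell when adjusted over the list alone). The list leaned lower than other genes (camera adjusted p = 4.94e-04, adjusted p = 0.282 with an estimated correlation). Matrix genes went lower too, with falls of COL11A1 (-2.78 ± 0.36) and PLOD1 (-2.06 ± 0.06) and rises of COL8A1 (2.64 ± 0.47) and COL4A4 (2.55 ± 0.52). Of the 38 genes of the extracellular matrix, 7 rose, 25 fell and 6 did not pass the test (7 rose and 26 fell when adjusted over the list alone). Matrix genes leaned lower than other genes (camera adjusted p = 5.02e-07, adjusted p = 0.103 with an estimated correlation). HMGCS1 (1.51 ± 0.29), MVK (1.08 ± 0.20) and SC5D (0.79 ± 0.21) of cholesterol synthesis rose and EBP (-0.72 ± 0.22) fell. Of 23 such genes, 7 rose, 1 fell and 15 did not pass the test (the same when adjusted over the list alone), or 16 rose and 1 fell with the replicate number as a block. They did not pass the list test (camera adjusted p = 0.0543, adjusted p = 0.00584 with the replicate number as a block). At 12 h of OSS over Static 0 h 6 rose and 17 did not pass the test (7 rose when adjusted over the list alone), or 13 rose and 1 fell with the block, and DHCR7 (0.71 ± 0.15) was among the rises. At that time the list leaned higher than other genes (camera adjusted p = 9.33e-04, adjusted p = 0.489 with an estimated correlation). Calls are by edgeR's quasi-likelihood test at an adjusted p under 0.05 (n = 3), and the lists were fixed here and are not the paper's keyword sets. SC5D lost its edgeR call without Static 96 h replicate 2 (adjusted p = 0.0587). EBP lost its edgeR call with any 1 library left out other than Static 96 h replicate 1 or OSS 96 h replicate 3 (adjusted p 0.0528 to 0.0852). DHCR7 lost its edgeR call at 12 h with any 1 library left out other than Static 0 h replicate 1 or 3 (adjusted p 0.0581 to 0.0909).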

Supplementary Table 1 RNAseq analysis. Each experimental condition was analyzed from 3 replicate libraries. *p* values were calculated using a *T*-test comparison of Static and OSS values at 96 h. q values were calculated by the method of Benjiamini and Hochberg. Color coded ratios show gene expression comparing each condition to Static 0 h or Static 96 h.

Supplementary Table 2 IPA analysis of significantly differentially-expressed genes in 12 h OSS vs. 0 h Static against IPA *Disease and Biological Function* terms.

Supplementary Table 3 IPA Comparison Analysis of significantly differentially-expressed genes during the course of the exposure to OSS (96 h vs. 48 h and 48 h vs. 12 h) against IPA *Disease and Biological Function* terms.

Supplementary Table 4 Significantly differentially-expressed genes in 96 h OSS vs. 96 h Static calculated using edgeR.

Supplementary Table 5 IPA Comparison Analysis on significantly differentially-expressed genes between 96 h exposure to OSS vs. 0 h Static and 96 h Static vs. 0 h Static against IPA *Disease and Biological Function* terms.

How the deposited data were processed for this re-analysis (not part of the article)

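RNA was measured in opossum kidney (OK) cells, a proximal tubule line, in 18 libraries. Static culture was sampled at 0, 48 and 96 h and orbital shear stress (OSS, 146 rpm) at 12, 48 and 96 h, with 3 replicates per condition. According to the paper, the RNA of 3 experiments was pooled for each sample. Libraries were grouped by the condition and time in their labels, and all 18 were used.

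The authors removed rRNA, made stranded total RNA libraries (TruSeq) and sequenced them as 75 bp paired reads on a NextSeq 500. The authors trimmed reads with cutadapt, aligned them to the opossum genome MonDom5 with TopHat2 (up to 6 mismatches), removed mitochondrial and rRNA reads and counted reads per gene with featureCounts of Subread. The deposited values are these raw counts, whole numbers for 23899 Ensembl genes. Tool versions, the strand setting and the annotation release are not stated in the paper's text or the sample notes. A deposited gene length stands beside each gene and was used for 1 check only. A deposited sheet with 20503 genes holds the same counts with 1 entry per gene name and served as an alternative. The 2 other, smaller sheets with copied counts and spreadsheet averages were left out, since their counts repeat the full sheet.

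Total counts had a median of 61146700 per library. Lowest, median and highest totals were 53240329, 60872335 and 64812833 in Static 0 h, 46647306, 58575822 and 62454947 in Static 48 h, and 47718615, 60731155 and 61421016 in Static 96 h. They were 51535500, 66531624 and 69788036 in OSS 12 h, 50595016, 65125958 and 69211273 in OSS 48 h, and 40154553, 73426988 and 79745362 in OSS 96 h. The chi-square per gene against counting error was at least 25.1 for each pair of replicates, a mean to which genes with high counts add most. The biological coefficient of variation was 14.3 to 19.4%.

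Genes with more than 1 CPM in at least 6 of the 18 libraries were tested, the filter the paper states. They numbered 12840 and held 99.86 to 99.92% of all counts, and the other 11059 were not tested. Symbols were those of the deposited sheet: 8713 from the opossum column, 2810 from the human, 150 from the mouse and 35 from the rat column, with 184 from Entrez Gene and 3 from UniGene. For 945 genes only the Ensembl identifier stood there. Among tested genes 440 symbols occurred more than once, and for lists the identifier with the highest mean level was used.

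Differential expression was tested in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. TMM factors, trended qCML dispersions and the quasi-likelihood F-test in its older form (legacy) were used, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Standard errors are the size of the log2 fold change divided by the square root of F. OSS 12 h against Static 0 h and OSS 96 h against Static 96 h were fitted on their own 6 libraries. Steps within OSS, and the late minus the early OSS change, were fitted on the 9 OSS libraries, and steps within static culture on the 9 Static libraries. Comparisons of 48 and 96 h with Static 0 h, of OSS 48 h with Static 48 h, and the difference of the late change between OSS and Static were fitted on all 18. Counts with a log2 fold change of at least 2 in size are given beside the others, since every gene in the paper's tables exceeds that size. Levels are TMM-scaled CPM over all 18 libraries.

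There were 33 gene lists, written before the files were examined, and each was tested for each of 12 comparisons with camera on the edgeR fit. The preset correlation between genes was 0.01, and the adjustment ran over all 396 tests. The genes of the paper's larger supplementary table were compared gene by gene and not tested as a list. Library distances were leading log2 fold changes over 500 genes with a prior count of 2. The trafficking tally took members with a mean above 100 counts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

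Genes named in the text are those the paper names, the 5 largest rises and falls of each comparison, and up to 4 called members of a list with the largest changes. The largest rises and falls were taken among called genes with a symbol, a mean logCPM of at least 1 and no overlap between the libraries of the groups. Among these, genes whose symbol had more than 1 tested identifier were not named. Results of some single genes are not reported here. Values in the paper's Table 1, its Supplementary Table 4 and part of its Supplementary Table 1 had been seen when this rule and the lists were written. Several lists hold genes of those tables, among them hypoxia, glycolysis, YAP targets, amino acid metabolism and inflammation. Their list tests in the same comparisons are therefore no independent evidence.

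The fitting script was tested on simulated data before use, with counts drawn at the means, library sizes and spread of the real libraries and 100 genes changed 2-fold and 100 changed 4-fold among 12840. Of the 2-fold and 4-fold genes it recovered 80 and 96% for OSS 12 h vs Static 0 h, 89 and 99% for OSS 96 h vs Static 96 h, and 75 and 99% for OSS 48 h vs OSS 12 h. It recovered 69 and 95% for Static 96 h vs Static 48 h and 83 and 97% for OSS 96 h vs Static 0 h. Unchanged genes made up 5.43 to 8.38% of those called. Counts were drawn independently for each gene and library, without the shared deviations of equal replicate numbers described next. These shares therefore need not hold for the real libraries.

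Replicate numbers come from the sample labels, and neither the paper's text nor the notes say what they share. Whether they pair samples was checked with the deviations of log2 CPM from each condition's mean. Across conditions, 45 pairs of libraries with the same number had correlations of 0.279 to 0.790 with a median of 0.548, and 90 pairs with different numbers had a median of -0.466 (-0.687 to 0.451). Medians were -0.501 for replicates 1 and 2, -0.511 for 1 and 3, and 0.266 for 2 and 3. Deviations within a condition sum to 0, which lowers the correlations between different numbers. The paper's model has condition or time as its only predictor and was kept, with the replicate number as a block as an alternative.

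Other alternatives were no filter or edgeR's filterByExpr, RLE or no scaling factors, the newer quasi-likelihood method, and dispersions from the design with robust estimation. Further ones were DESeq2 1.42.0, other sets of libraries in the fit, each library left out in turn, and the sheet without duplicate names. Lists were also tested with the correlation estimated, with the block and with other scaling. Counts of called genes and lists were repeated over all 10 splits of the 6 libraries into 3 and 3. After the data had been seen, replicates 2 and 3 only and 2 further comparisons with the earliest libraries were added.

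Pathway software, microscopy, protein, uptake and metabolic measurements of the paper were outside these files. Overlap with its Supplementary Table 1 was left out because only part of that table was at hand.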

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

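The 3 tests of the liver list were chosen after its rise had been seen, and the counts over other splits of the libraries were set before. All comparisons have 3 libraries per condition, and their 10 possible splits are too few for a share under 0.05.

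Genes of proteins that liver cells secrete, a group the paper does not discuss, were higher in OSS 96 h than in Static 96 h. FGA (a fibrinogen chain) was higher by 4.52 ± 0.62 on the log2 scale and APOH by 4.35 ± 0.47, beside VTN and TTR. Of the 17 genes, 15 rose and 2 did not pass the test (the same when adjusted over the list alone). The list leaned higher than other genes (camera adjusted p = 1.37e-11, adjusted p = 0.160 with an estimated correlation). When the list was written, the paper's table of genes that differ in this same comparison had been seen. That table holds FGA, APOH, VTN and TTR, so this list test is no independent evidence.

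Stray RNA of liver cells is argued against by ALB and AHSG, which such cells hold in abundance: together they reached 0.0347% of the median level of the called members in OSS 96 h (13.1 CPM). The TMM factors of the 96 h libraries were 0.935 to 0.997, so leaving them out could move the list median little. It was at least 2.95 with RLE or no scaling factors, a result that such factors made likely beforehand. Each replicate number occurs once in either condition, so a difference between the numbers could not make this rise. The list median was at least 2.51 within each number, which therefore adds no evidence. OSS culture itself may raise these genes, a hypothesis found and tested on the same data. Whether they belong to a tubule or another program was not tested, since no tissue sample is among these libraries.

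The late OSS change (48 to 96 h) differed from the early one (12 to 48 h) for 1186 genes in edgeR, 570 higher and 616 lower, where the paper sets the 2 intervals side by side by pathways and by numbers of genes. GALNT9 (3.32 ± 0.61), KRT7 (3.16 ± 0.50) and TFPI (2.84 ± 0.73) had the largest positive differences with BDKRB1 (2.84) and LGALS7 (2.48). ABCG8 (-3.86 ± 0.71), AGXT2 (-3.77 ± 0.73), CPO (-3.75), UNC93A (-3.49) and ABCG5 (-3.43) had the largest negative ones. Of the 30 cell cycle genes, 28 were higher and 2 did not pass the test (the same when adjusted over the list alone), of which the largest with a single tested identifier were KIF20A (1.97), TOP2A (1.91) and MKI67 (1.90). Cell cycle genes leaned higher than other genes (camera adjusted p = 2.02e-49, adjusted p = 0.103 with an estimated correlation). They fell from 12 to 48 h, 28 of 30 in edgeR, and from 48 to 96 h 6 rose and 24 did not pass the test (27 rose and 1 fell when adjusted over the list alone). In the later interval the list leaned higher than other genes (camera adjusted p = 3.26e-25, adjusted p = 0.171 with an estimated correlation).

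Among genes of oxidative phosphorylation, 15 were lower and 11 did not pass the test (22 were lower when adjusted over the list alone) for the late minus the early change, and among those of fatty acid oxidation 16 were lower and 6 did not pass the test (18 were lower when adjusted over the list alone). The first list leaned lower than other genes (camera adjusted p = 6.53e-16, adjusted p = 0.257 with an estimated correlation). The second list leaned lower than other genes (camera adjusted p = 3.37e-16, adjusted p = 0.112 with an estimated correlation). The OSS 48 h libraries enter both intervals with opposite signs, so any deviation of those 3 libraries adds to the difference. The 1186 genes became 531 without OSS 48 h replicate 1, 292 without OSS 48 h replicate 2, 511 without OSS 48 h replicate 3, 766 without OSS 96 h replicate 2 and 717 without OSS 96 h replicate 3. Of the 1186, 72 had a log2 difference of at least 2 in size. The splits for this difference exchanged only OSS 48 h and OSS 96 h libraries and left OSS 12 h in place. They keep the change after 12 h, so their counts are no chance value for the 1186. The highest was 1260 genes (2 of 10 splits as large, the real one included), 284 at the larger size (3 of 10) and 18 lists beside 15 (9 of 10). GALNT9 lost its edgeR call for the difference without OSS 48 h replicate 2 or 3 (adjusted p 0.0534 to 0.0753). TFPI lost its edgeR call for the difference with any 1 library left out other than OSS 96 h replicate 1 or 3 (adjusted p 0.0513 to 0.165). BDKRB1, AGXT2 and CPO lost their edgeR calls for the difference without OSS 48 h replicate 1 or 2 (adjusted p 0.0528 to 0.0943). KIF20A lost its edgeR call for the difference without OSS 48 h replicate 2 (adjusted p = 0.0530).

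OSS 48 h and Static 48 h, which the paper does not compare directly, differed in 6161 genes. VTN (3.15 ± 0.59) and TTR (3.13 ± 0.41) were among the largest rises in OSS, and C8ORF48 (-6.08 ± 0.60) and ANKRD1 (-5.88 ± 0.47) among the largest falls. The highest count among the other splits of the 6 libraries was 0, and for lists it was 21 beside 23. Those splits mix both conditions, so real differences enter the spread within groups and make a low gene count likely beforehand. The 0 is therefore no chance value. Of the 38 matrix genes 3 rose, 21 fell and 14 did not pass the test (3 rose and 24 fell when adjusted over the list alone) at 48 h. The matrix list leaned lower than other genes (camera adjusted p = 3.89e-06, adjusted p = 0.0437 with an estimated correlation).

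Cell cycle genes and genes of ribosomal proteins also differed at 96 h. The paper lists a cell cycle term among pathways altered at 12 h and cites faster proliferation under OSS from earlier work. CCNB2 (0.89 ± 0.13), CCNE2 (0.85 ± 0.11) and the kinase BUB1 (0.84 ± 0.16) were higher in OSS, and RPL22 (-0.87 ± 0.12), RPS4X (-0.72 ± 0.05) and RPS16 (-0.67 ± 0.06) lower. Of the 30 cell cycle genes, 28 rose and 2 did not pass the test (the same when adjusted over the list alone), and of the 30 ribosomal protein genes 24 fell and 6 did not pass the test (25 fell when adjusted over the list alone). The cell cycle list leaned higher than other genes (camera adjusted p = 3.45e-08, adjusted p = 0.381 with an estimated correlation). Ribosomal protein genes leaned lower than other genes (camera adjusted p = 3.60e-05, adjusted p = 0.503 with an estimated correlation). Of the cell cycle list 30 fell (the same when adjusted over the list alone) from 0 to 96 h in static culture, and 2 rose, 20 fell and 8 did not pass the test (the same when adjusted over the list alone) from Static 0 h to OSS 96 h. In static culture cell cycle genes leaned lower than other genes (camera adjusted p = 1.24e-24, adjusted p = 0.112 with an estimated correlation). Under OSS they leaned lower than other genes (camera adjusted p = 1.68e-04, adjusted p = 0.526 with an estimated correlation). The cause was not tested.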

How the results depend on the processing

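Leaving replicate 1 out of every condition was chosen after seeing the data, because these libraries stood apart, and so were the 2 added comparisons with the earliest libraries and raw trafficking counts without OSS 96 h replicate 1. All other alternatives were set before. No call changed sign under an alternative. The counts of called genes, without a minimum size, of OSS 96 h vs Static 96 h, OSS 48 h vs Static 0 h, OSS 96 h vs Static 0 h, Static 96 h vs Static 0 h and OSS 48 h vs Static 48 h moved by no more than 1.5 times under any alternative, while those at the larger size moved by more with other filters, as given below. The membrane trafficking tally in CPM with 1 library left out stayed within 1.5 times. So did the MDS count of libraries nearest to their own condition under its other gene choices. The count with both partners closest went from 0 to 2 with all tested genes. The times of the highest OSS means of CTNNBIP1 and ESR1 stayed the same. Raw counts and the replicate block for the trafficking and MDS tallies are given at their claims.

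Most other counts moved. In each case the size of the change is given and its cause was not tested. With the replicate number as a block the count of called genes was 5294 for OSS 12 h vs Static 0 h, 5493 for OSS 48 h vs OSS 12 h, 2466 for OSS 96 h vs OSS 48 h, 103 for Static 96 h vs Static 48 h, 138 for the difference between OSS and Static of the 48 to 96 h change and 3115 for the late minus early OSS change. At the larger size it was 13 for OSS 96 h vs OSS 48 h, 9 for Static 96 h vs Static 48 h and 9 for the difference between OSS and Static of the 48 to 96 h change. With DESeq2 the count of called genes was 2788 for OSS 12 h vs Static 0 h, 1105 for OSS 96 h vs OSS 48 h, 286 for Static 96 h vs Static 48 h, 225 for the difference between OSS and Static of the 48 to 96 h change and 1934 for the late minus early OSS change. With that size required it was 3 for OSS 96 h vs OSS 48 h, 7 for Static 96 h vs Static 48 h and 8 for the difference between OSS and Static of the 48 to 96 h change. With all 18 libraries in the fit the count of called genes was 3107 for OSS 12 h vs Static 0 h, 310 for OSS 96 h vs OSS 48 h and 59 for Static 96 h vs Static 48 h. Among changes of that size it was 5 for Static 96 h vs Static 48 h. With the 6 compared libraries alone in the fit the count of called genes was 296 for OSS 96 h vs OSS 48 h, 2562 for Static 48 h vs Static 0 h and 0 for Static 96 h vs Static 48 h. Restricted to the larger changes, it was 0 for Static 96 h vs Static 48 h. With replicates 2 and 3 only the count of called genes was 22 for OSS 12 h vs Static 0 h, 96 for OSS 96 h vs OSS 48 h and 0 for Static 96 h vs Static 48 h. At the larger size it was 6 for OSS 12 h vs Static 0 h, 5 for OSS 96 h vs OSS 48 h and 0 for Static 96 h vs Static 48 h. With no filter on low counts the count of called genes was 8 for Static 96 h vs Static 48 h. With that size required it was 77 for OSS 12 h vs Static 0 h, 542 for OSS 96 h vs Static 96 h, 212 for Static 48 h vs Static 0 h, 2 for Static 96 h vs Static 48 h, 374 for OSS 48 h vs Static 0 h, 497 for OSS 96 h vs Static 0 h, 414 for Static 96 h vs Static 0 h and 437 for OSS 48 h vs Static 48 h. With filterByExpr the count at the larger size was 69 for OSS 12 h vs Static 0 h, 349 for OSS 48 h vs Static 0 h, 470 for OSS 96 h vs Static 0 h, 399 for Static 96 h vs Static 0 h and 411 for OSS 48 h vs Static 48 h. With no scaling factors the count at the larger size was 2 for Static 96 h vs Static 48 h.

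With 1 library left out, the count of called genes ranged from 71 to 1695 for OSS 12 h vs Static 0 h; from 2173 to 3107 for OSS 48 h vs OSS 12 h; from 1 to 15 for OSS 96 h vs OSS 48 h; from 0 to 13 for Static 96 h vs Static 48 h; from 0 to 24 for the difference between OSS and Static of the 48 to 96 h change; from 292 to 1313 for the late minus early OSS change. At the larger size it ranged from 15 to 58 for OSS 12 h vs Static 0 h; from 0 to 1 for OSS 96 h vs OSS 48 h; from 0 to 4 for Static 96 h vs Static 48 h; from 0 to 4 for the difference between OSS and Static of the 48 to 96 h change; from 37 to 94 for the late minus early OSS change. A left-out library leaves 2 against 3, and in the smaller group the spread is taken from all fitted libraries.

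Of 396 list tests 200 were called with the preset correlation between genes, 9 with the correlation estimated and 208 with the replicate block. For the lists named in the text, 45 results fell short of the threshold in an alternative: 42 with the estimated correlation, 2 with the replicate block (brush border and stress genes at 96 h) and 1 without scaling factors (stress genes at 96 h). Another 5 passed in the block alone, 1 that had not passed turned its direction there (cell adhesion from 12 to 48 h of OSS), and 249 kept direction and call. For named genes, 5029 results kept direction and call, and 317 fell short of the threshold (234 of them with 1 library left out). Another 40 came to pass it, and 4 that had not passed turned their direction with 1 library left out. Among named genes the block changed no call other than those given in the text. Numbers of called list members moved with the block in more lists than those given. In OSS 96 h over Static 96 h the Hippo list went from 1 rise and 11 falls to 5 and 12. The clathrin list went from 15 rises and 8 falls to 22 and 11.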

Differences from the paper's values

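The paper states 1 threshold, an FDR under 0.05, and the counts of this paragraph use it alone. The paper's 41 genes down after 12 h of OSS stand beside 854 here, its 51 up and 17 down at 48 h of OSS beside 1836 and 1644 (OSS 48 h vs OSS 12 h), and its additional 13 down at 96 h beside 60 (OSS 96 h vs OSS 48 h). The paper's additional 69 up at 96 h and the 87 here are within 1.5 times of each other, but only 5 of 17 alternatives were (1 to 1335), and with 1 library left out all calls of this comparison fell from 147 to between 1 and 15. For static culture the paper's 76 up and 14 down at 48 h stand beside 1905 and 1964 (Static 48 h vs Static 0 h). Its additional 66 up and 23 down at 96 h stand beside 0 and 5 (Static 96 h vs Static 48 h), with 1749 genes of either sign at an unadjusted p under 0.05 and 122 up and 164 down in DESeq2. The paper's 104 up and 235 down in OSS 96 h against Static 96 h stand beside 3273 and 3358. Of the alternatives set before the data were examined, only the omission of OSS 12 h replicate 2 came within 1.5 times of the paper (61 down at 12 h). None of the others did for any of these 10 counts.

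The paper states no minimum fold change, and with a log2 fold change of at least 2 in size added here 6 of the 11 counts lay within 1.5 times of the paper's: 45 down at 12 h, 75 up and 17 down for OSS 48 h vs OSS 12 h, 17 down for Static 48 h vs Static 0 h, and 104 up and 204 down for OSS 96 h vs Static 96 h. The equal 104 up do not stand for the same genes. Of the 103 up genes in the copy of the paper's table, 75 were tested here, and 131 of its 335 genes were not. Of the alternatives for these 6 counts, 11 of 16, 10 and 15 of 17, 11 of 17, and 15 of 16 for each of the last 2 lay within 1.5 times too. The other 5 counts did not. For Static 48 h vs Static 0 h the paper's 76 up stand beside 116. Within 1.5 times were 101 with no scaling factors, 113 with the newer quasi-likelihood method, 112 with the dispersion from the design, 110 on the sheet without duplicate names, 98 with the 6 libraries alone, and 88, 112, 109 and 89 without Static 0 h replicate 1 or 3 or Static 48 h replicate 2 or 3. RLE factors, both other filters, DESeq2, the block, all 18 libraries and the other 2 omissions were not. For OSS 96 h vs OSS 48 h the paper's 69 up and 13 down stand beside 1 and 0 (7 and 0 at an unadjusted p under 0.05 and that size, 3 and 0 in DESeq2), and for Static 96 h vs Static 48 h its 66 up and 23 down beside 0 and 1 (1 and 9 at an unadjusted p, 0 and 7 in DESeq2). No alternative came within 1.5 times for these 4. The paper's legend sets 96 h against 48 h. Read as a comparison with the earliest libraries instead, OSS 96 h vs OSS 12 h gave 184 up and 30 down at this size and Static 96 h vs Static 0 h in the static libraries 187 and 48, neither within 1.5 times, and both were chosen after seeing the values.

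Other stated values lay close. Log2 fold changes of LRP2BP, ADM, KL, PKHD1L1 and ANGPT1 at 12 h differed from the paper's table by less than their standard errors, and the paper's average of 80 M reads per sample stands beside a mean of 60.1 M assigned counts, a later stage of processing.

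Some stated genes and directions differ. The paper names LRP2BP as the transcript that fell most at 12 h. It had the smallest p here, but 7 called genes fell by more: BLK, CA9, DHRS9, C8ORF48, TNFRSF19 (-3.96), ADM and KL, and the paper's own table lists 7 genes with larger falls. TNFRSF19 lost its edgeR call without OSS 12 h replicate 2 (adjusted p = 0.0549). The paper states that replicates of each condition lie closest together. Here 13 of 18 libraries lay nearest to one of their own condition and 0 had both partners closest. These counts were 14 and 2 with all tested genes, and 18 and 16 with the replicate number as a block. Removing the block kept the condition means, which made higher counts likely beforehand. For the top genes of the TGF-beta, Wnt and MAPK/ERK pathways it reports more genes up in static culture than under OSS. Over all tested genes, a different set, 2614 rose by 96 h in static culture and 2495 under OSS, or 202 and 178 at the larger size, but without scaling factors 1755 and 1904.

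On trafficking genes the paper states that nearly all were higher under OSS at 96 h. On the list used here, whose membership is not the paper's, 102 of 132 were higher in raw counts, 86 in CPM and 74 with TMM, and 35 rose and 28 fell in edgeR. Among genes the paper names as higher, CLTC, AP2B1, RAB8A, PIP5K1A, ATP6V0A1 and DAB2 passed and PICALM was lower, a call lost without scaling factors, without Static 96 h replicate 2 and without OSS 96 h replicate 2. In raw counts the OSS to Static ratio of PICALM was 1.03 and that of CAV1 1.38. RAB11A passed under no alternative. CAV1 passed with the replicate block (adjusted p = 0.00402) and no other alternative, and NEDD4L with the block, in DESeq2 (adjusted p = 0.0319) and without Static 96 h replicate 1 or OSS 96 h replicate 3 (adjusted p = 0.0371 and 0.0199).

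The paper reports a rapid fall of ITGA9 and LOXL2. At 12 h neither passed edgeR. ITGA9 passed with the block, in DESeq2 (adjusted p = 0.0114) and without OSS 12 h replicate 3 (adjusted p = 0.0406) and LOXL2 with the block and in DESeq2 (adjusted p = 0.0410).

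The paper places ion transport and cell adhesion pathways in the late interval of OSS and not in the early one, and describes disease pathways with inflammation as falling late. In edgeR 3480 genes of all kinds were called from 12 to 48 h and 147 from 48 to 96 h. Of 27 cation transport genes 13 rose from 12 to 48 h and 0 passed edgeR from 48 to 96 h (6 up and 0 down at an unadjusted p under 0.05, 0 up and 0 down in DESeq2), where 7 rose and 1 fell with the replicate number as a block. The list leaned higher early (camera adjusted p = 0.00111, adjusted p = 0.103 with an estimated correlation) and did not pass late (camera adjusted p = 0.0704, adjusted p = 0.0430 with the block). The late minus the early change of the list did not pass (camera adjusted p = 0.0709, adjusted p = 0.0217 with the block). Of 36 cell adhesion genes 17 passed edgeR early and 0 late (10 up and 2 down at an unadjusted p under 0.05, 5 up and 1 down in DESeq2), or 5 up and 1 down late when adjusted over the list alone and 9 rose and 3 fell with the block. As a list they passed late (camera adjusted p = 0.0179, adjusted p = 0.368 with an estimated correlation) and not early (camera adjusted p = 0.920), and their late minus early change did not pass (camera adjusted p = 0.266).

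The inflammation list leaned higher from 48 to 96 h (camera adjusted p = 4.06e-07, adjusted p = 0.454 with an estimated correlation), where 18 rose and 1 fell with the replicate block and 0 without it (6 up and 1 down at an unadjusted p under 0.05, 0 in DESeq2). At 96 h it was lower in OSS than in Static cells (camera adjusted p = 2.29e-05, adjusted p = 0.393 with an estimated correlation). The paper finds the Hippo pathway enriched in OSS cells and not in static cells, each at 96 h over Static 0 h, by a test without direction. Of 25 genes of that pathway, 6 rose, 9 fell and 10 did not pass the test over Static 0 h in OSS 96 h and 6 rose, 4 fell and 15 did not pass the test in Static 96 h. As a list neither passed (camera adjusted p = 0.351 and 0.159). The lists differ from the paper's pathways.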

Other observations

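Genes of further lists of endocytic organelles and the apical membrane went both ways at 96 h in OSS over Static cells. CTSS (-2.10 ± 0.14), a lysosomal protease, fell and the proton pump subunit ATP6V0A4 (1.33 ± 0.13) rose. Of the 33 genes of lysosomes and the V-ATPase, 15 rose, 4 fell and 14 did not pass the test (16 rose and 5 fell when adjusted over the list alone). They did not pass the list test (camera adjusted p = 0.236). Of the 43 genes of clathrin and its adaptors, 15 rose, 8 fell and 20 did not pass the test (16 rose and 9 fell when adjusted over the list alone), with CBLC (-2.82 ± 0.52) and AP2A1 (-0.75) among the falls and PIP5K1B (1.01 ± 0.10) among the rises. Clathrin genes did not pass the list test (camera adjusted p = 0.325). Many of them, AP2A1 included, are also on the trafficking list, so they are no separate set. At the apical membrane ANKS4B (1.88 ± 0.10) and PLS1 (1.03 ± 0.06) rose and VIL1 (-1.45 ± 0.13) and ESPN (-0.97) fell, the last 3 being bundlers of actin in microvilli. Of the 15 genes of the brush border, 9 rose, 3 fell and 3 did not pass the test (the same when adjusted over the list alone). Brush border genes leaned higher than other genes (camera adjusted p = 0.0354, adjusted p = 0.257 with an estimated correlation, adjusted p = 0.0544 with the replicate number as a block).

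Junction genes changed in single members. CLDN4 (-1.83 ± 0.25) and MARVELD2 (-1.01) fell and CDH16 (1.51 ± 0.12) rose, and of 27 genes of junctions and polarity 7 rose, 5 fell and 15 did not pass the test (the same when adjusted over the list alone), or 10 rose and 9 fell with the replicate number as a block. This list did not pass the list test (camera adjusted p = 0.729). The median log2 fold change was 0.05, the mean -0.01 and the test pointed up. Of the 27 cation transport genes 15 rose, 3 fell and 9 did not pass the test (the same when adjusted over the list alone), and of the 36 cell adhesion genes 11 rose, 18 fell and 7 did not pass the test (11 rose and 19 fell when adjusted over the list alone). Cation transport leaned higher than other genes (camera adjusted p = 0.00300, adjusted p = 0.304 with an estimated correlation). Cell adhesion did not pass the list test (camera adjusted p = 0.466). After 96 h of OSS, 15 rose, 2 fell and 10 did not pass the test (17 rose and 2 fell when adjusted over the list alone) of the cation transport list over Static 0 h. It leaned higher than other genes (camera adjusted p = 9.59e-06, adjusted p = 0.0425 with an estimated correlation). In the stress list HSPH1 (1.16) and HSPA5 (1.14) rose and ATF3 (-1.77 ± 0.22) and CHAC1 (-1.41 ± 0.21) fell, and of its 20 genes 10 rose, 5 fell and 5 did not pass the test (the same when adjusted over the list alone). Stress genes leaned higher than other genes (camera adjusted p = 0.0454, adjusted p = 0.393 with an estimated correlation, adjusted p = 0.0605 with the replicate number as a block). Among markers of immune cells and fibroblasts PRRX1 (-2.31 ± 0.22), ITGAL (-2.20 ± 0.26) and COL1A1 (-1.51 ± 0.37) fell. Of these 9 genes 1 rose, 5 fell and 3 did not pass the test (the same when adjusted over the list alone). Those markers leaned lower than other genes (camera adjusted p = 0.0135, adjusted p = 0.440 with an estimated correlation).

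The tests of the trafficking list were chosen after its tally had been seen, and those of the replicate numbers before. Libraries of the same replicate number deviated together from the means of their conditions, with replicate 1 apart. Depth is argued against by a median correlation of 0.518 after thinning every library to the lowest total (0.548 before), and gene length bias by 0.553 after removal of the trend on length. That replicate 1 stood at another point of the time course cannot be told apart from other causes: over the OSS conditions its deviation had a correlation with the static 0 to 96 h change of -0.154, -0.333 and -0.242, with a median of -0.242, and only 1 of the 3 exceeded the size of 0.3 set for this. Each sample pooled the RNA of 3 experiments, and a shared preparation of equal numbers stays open as untested.

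The raw-count tally of trafficking genes at 96 h may come in part from the larger OSS 96 h libraries. The share of members higher in raw counts exceeded that of all such genes by 7.04 percentage points only. In CPM, which takes out library totals, 65.2% of members and 56.5% of all such genes were higher, so library size does not cover that excess. With TMM the shares were 56.1% and 51.0%. A rise of most members by the raw median ratio of 1.22 cannot be told apart from an effect of library size and scaling. With TMM the upper bound of the 95% bootstrap interval of the median ratio was 1.07. That interval resampled the member genes and not the libraries, so it holds no spread between libraries. TMM also scales all genes of a library alike, and the ratio of every member fell by a factor of 1.13 to 1.24. In CPM 86 members lay on 1 side, and 89 in the highest other split (4 of 10 splits as large), which is too few splits for a share under 0.05.

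Each comparison had 10 splits of its libraries, too few for a share under 0.05. In the 10 comparisons of 2 conditions the highest count of called genes among other splits was 0, at either size. Only 1 of 10 splits, the real one, was as large. Other splits mix libraries of 2 different conditions, so real differences enter the spread within groups and make counts near 0 likely beforehand. These 0 counts are therefore no chance value. For the difference of the 48 to 96 h change between OSS and Static the real count was 0, and the highest other split called 12 genes, 7 of them at the larger size (10 of 10 splits as large), while the 4 splits that part the pairs of equal replicate number gave 0. These splits exchanged only the OSS libraries and kept the static change in place, so they too give no chance value. Gene lists separated less well. Real and highest other counts of called lists were 14 and 20 for OSS 12 h vs Static 0 h (4 splits as large), 23 and 17 for OSS 96 h vs Static 96 h (1), 17 and 18 for OSS 48 h vs OSS 12 h (3), 12 and 15 for OSS 96 h vs OSS 48 h (4) and 16 and 15 for both static intervals (1 each). They were 24 and 21 for OSS 48 h vs Static 0 h (1), 19 and 21 for OSS 96 h vs Static 0 h (3), 11 and 11 for Static 96 h vs Static 0 h (2), 23 and 21 for OSS 48 h vs Static 48 h (1) and 13 and 16 for the difference between OSS and Static (6).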
